# An epitranscriptomic program maintains skeletal stem cell quiescence via a METTL3-FEM1B-GLI1 axis

**DOI:** 10.1038/s44318-025-00399-z

**Published:** 2025-02-27

**Authors:** Jing Wang, Weidong Liu, Tiantian Zhang, Manman Cui, Kexin Gao, Pengbo Lu, Shuxin Yao, Ziyan Cao, Yanbing Zheng, Wen Tian, Yan Li, Rong Yin, Jin Hu, Guoqiang Han, Jianfei Liang, Fuling Zhou, Jihua Chai, Haojian Zhang

**Keywords:** Skeletal Stem Cell, RNA m^6^A, Quiescence, Proteostasis, FEM1B, Chromatin, Transcription & Genomics, Development, Post-translational Modifications & Proteolysis

## Abstract

Skeletal stem cells (SSCs) maintain the skeletal system via pluripotency and differentiation capacity. However, it remains largely unknown how these cells precisely regulate their function to maintain skeletal organization. Here, we delineate the RNA m^6^A modification landscape across skeletal cell populations in the mouse epiphysis. Our findings show that m^6^A modifications are prevalent in skeletal stem cell and progenitor populations and play critical roles in cell fate determination. Genetic deletion of Mettl3, the core catalytic subunit of the m^6^A-methyltransferase complex, in murine skeletal stem and progenitors impaired bone development, leading to shortened limbs, disrupted growth plate zonation, and decreased bone mass. Moreover, Mettl3 deficiency induced quiescence exit in SSCs, together with compromised self-renewal capacity and differentiation potential. Mechanistically, Mettl3-mediated m^6^A modification reduced mRNA stability of the Cul2-RING E3 ligase complex subunit Fem1b, which subsequently stabilizes Gli1 protein, a key transcription factor of Hedgehog pathway for maintaining SSC identity and function. Thus, we present a comprehensive RNA m^6^A modification landscape of skeletal cell hierarchy and uncover the essential function of epitranscriptomically-regulated proteostasis in maintaining SSCs quiescence and potency.

## Synopsis

m^6^A RNA modification has been linked to regulation of osteogenic differentiation. This study defines the RNA m^6^A methylome of skeletal cell populations and reveals the role of METTL3-dependent regulation of FEM1B-GLI1 module in maintaining the function of skeletal stem cells (SSCs).

- Super-low-input m6A sequencing (SLIM-seq) reveals a comprehensive m^6^A landscape in murine skeletal cell populations.
- Mettl3 deletion impairs bone development.
- METTL3 is required for maintaining skeletal stem cell quiescence and multipotency.
- m^6^A modification promotes FEM1B mRNA degradation and subsequently increases GLI1 protein stability in SSCs.

## Abstract (web summary)

The landscape of RNA m^6^A methylation across murine skeletal cell populations reveals the role of METTL3 in skeletal stem cell maintenance.

## Introduction

The skeletal system is composed by multiple tissue types including bone, cartilage, hematopoietic cells, nerves and fibroblasts, which is maintained by distinct stem cells (Greenbaum et al, 2013; Kronenberg, 2003; Li et al, 2022a; Méndez-Ferrer et al, 2010; Mizuhashi et al, 2018; Ono et al, 2014). For instance, hematopoietic stem cells (HSCs) maintain the hematopoietic homeostasis via the capability of self-renewal and multipotency, which are tightly governed by the intrinsic and extrinsic regulatory networks (Cheng et al, 2023; Meng et al, 2023; Yin et al, 2021). Recently, a series of seminal studies using lineage tracing technique, single-cell RNA sequencing (scRNA-seq) and fluorescence-activated cell sorting (FACS) have identified and characterized skeletal stem cells (SSCs) and its downstream progenitors, including pre-bone cartilage and stromal progenitors (pBCSP) and BCSP (Chan et al, 2015; Chan et al, 2018). From a developmental perspective, these studies uncover the skeletal hierarchy, and demonstrate that these populations are essential for bone development, growth and regeneration (Ambrosi et al, 2021; Murphy et al, 2020; Newton et al, 2019; Pandey et al, 2023; Yuan et al, 2024; Yue et al, 2016). However, it remains largely unknown how the skeletal system is precisely regulated.

Epigenetic and epitranscriptomic modulations play key roles in regulating organic development and homeostasis, and stem cell maintenance and function (Jin et al, 2024; Wang et al, 2020). Recently, we established an epigenetic landscape along the developmental trajectory of SSCs in skeletogenesis and identified the key epigenetic factor PTIP in governing the SSCs lineage output (Liang et al, 2024). N6-methyladenosine (m^6^A) is viewed as the most enriched modification in mammalian messenger RNAs (mRNAs) (Dominissini et al, 2012; Meyer et al, 2012). This reversible modification is catalyzed by a multicomponent methyltransferase complex that is composed with two core methyltransferase-like proteins (METTL3 and METTL14) and several regulatory proteins. The demethylases ALKBH5 and FTO are responsible for erasing m^6^A (Jia et al, 2011; Liu et al, 2013; Zheng et al, 2013). It is known that m^6^A plays dynamic roles in various physiological and pathological conditions (Han et al, 2019; Mauer et al, 2016; Winkler et al, 2018; Xiang et al, 2017; Zhou et al, 2015). Similarly, recent studies show that several m^6^A regulators are implicated in bone development and homeostasis (He et al, 2022; Li et al, 2022b; Liu et al, 2022; Wu et al, 2018). However, the m^6^A landscape in skeletal hierarchy especially SSCs and progenitors remains elusive. Recently, we have successfully developed a highly sensitive and efficient super-low-input m^6^A sequencing (SLIM-seq) strategy to map the transcriptome-wide m^6^A tagged mRNAs in rare cells especially stem cells (Yin et al, 2021), which endows us the ability to explore the m^6^A landscape of skeletal stem cells.

Proteostasis is essential in maintaining stem cell function (Chua et al, 2023; Chua et al, 2020; Vilchez et al, 2012; Yadav et al, 2022). For instance, FEM1B is a substrate-recognition component of a Cul2-RING (CRL2) E3 ubiquitin-protein ligase complex. It recognizes C-degron of target proteins, which subsequently leads to their ubiquitination and degradation (Dankert et al, 2017; Koren et al, 2018; Manford et al, 2020). In this study, we decipher the landscape of RNA m^6^A methylome during skeletal hierarchy, and uncover the crucial roles of m^6^A in maintaining SSCs function via Mettl3-Fem1b-Gli1 mediated protein catabolism. This work establishes the link between epitranscriptomics and proteostasis in skeletal hierarchy, which provides key insights for bone development.

## Results

### Establishment of comprehensive RNA m^6^A landscape across skeletal hierarchy

We first portraited the m^6^A landscape of the skeletal system at the transcriptome-wide level. Following the previous strategy for mapping skeletal stem and progenitor cell populations (Chan et al, 2015; Liang et al, 2024), we isolated 8 distinct skeletal cellular populations from the epiphysis of postnatal day 3 (P3) mice using FACS, including SSC, pBCSP, BCSP, pro-chondrogenic progenitors (PCP), B-cell lymphocyte stromal progenitor (BLSP), the Thy subpopulation (Thy), the 6C3 subpopulation (6C3), and hepatic leukemia factor expressing cell (HEC) (Fig. 1A,B; Appendix Fig. S1A). By employing the SLIM-seq strategy developed previously by our group (Yin et al, 2021), we profiled m^6^A modification of these 8 distinct skeletal populations. To be noted, sorted cells from the same batch were equally separated and used for the corresponding RNA-seq, and the m^6^A profiles of all the biological replicates of a given cell type were computationally combined into meta-epitranscriptomic maps that provide a consensus m^6^A landscape as well as an initial assessment of variability within cell types.

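SLIM-seq enriches RNA that carries m6A with an antibody (IP) and sequences it beside the RNA before enrichment (input). The data hold 2 IP and 2 input libraries of each of the 8 WT populations, and 2 of each from SSC, pBCSP and BCSP of Mettl3-deleted mice, which makes 44 libraries in 22 conditions. All cells came from mice at postnatal day 3. The titles and library names of 12 libraries give them as Mettl3 conditional knockouts, while the genotype field of the labels reads wild type for all 44. These 12 were taken as the paper's Mettl3KO libraries from their titles and are called libraries labelled Mettl3KO. The authors trimmed the reads with fastp, aligned them to GRCm38 with HISAT2, counted them per gene with featureCounts and deposited the counts without normalization. The 16 WT input libraries held between 19795666 and 44046651 counts, with a median of 32489513, and the 16 WT IP libraries between 16480027 and 35856651, with a median of 23486939.5. Among libraries labelled Mettl3KO, the 6 input libraries held between 30050178 and 35325482 counts (median 32963371) and the 6 IP libraries between 22056571 and 33126857 (median 27391296.5). Across genes, which are not independent replicates, the correlation of log2 counts scaled to library size (log2 CPM) between the 2 replicates was 0.949 to 0.984 in WT input libraries and 0.846 to 0.952 in WT IP libraries. It was 0.909 to 0.948 in input libraries labelled Mettl3KO and 0.624 to 0.663 in IP libraries labelled Mettl3KO. In every condition the 2 replicates differed by more than the sampling noise (chi-square per degree of freedom of at least 29.0), so each was counted as a sample of its own. IP was compared with input within each population by edgeR's quasi-likelihood test on TMM-normalized counts, after genes with low counts were left out. The ratio of IP to input is relative to the other transcripts of the same library, and no spiked-in RNA is described, so a change shared by all transcripts would leave it unchanged.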

**Figure 1:**
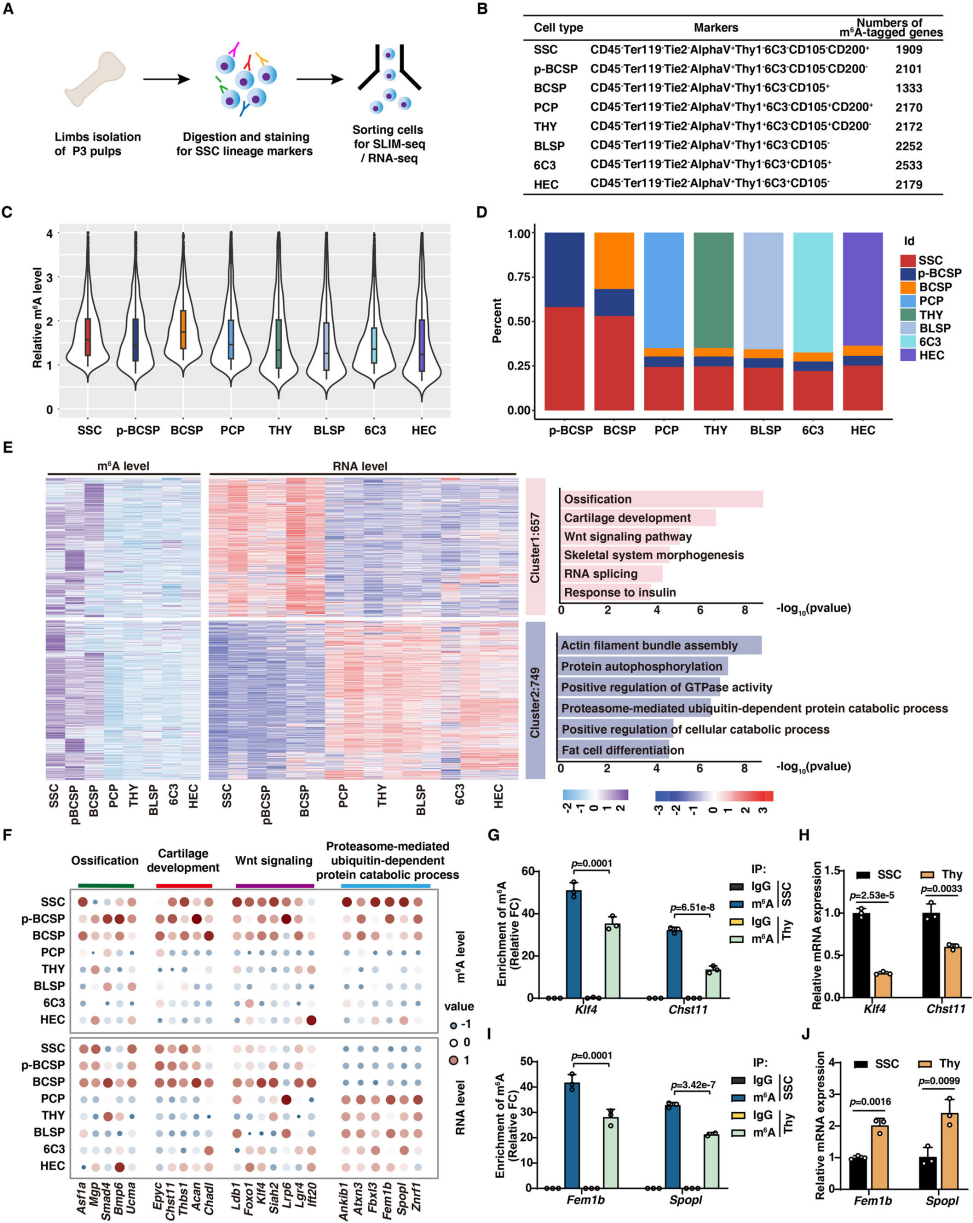
Comprehensive m^6^A landscape across skeletal hierarchy. (**A**) Schematic diagram of isolation of mouse skeletal stem cells lineage for SLIM-seq and RNA-seq. (**B**) Numbers of m^6^A-tagged mRNA in different skeletal populations. (**C**) Violin plots showing relative m^6^A levels of different skeletal cells. *n*  =  2, *n* represents biological independent experiments. Data were presented as box-and-whisker plots (medians with interquartile range, and the whiskers extend to the smallest and largest data points within 1.5 times the IQR). (**D**) Bar plot showing the origin of m^6^A at each developmental stage from SSC to mature cells. (**E**) Comprehensive correlation and GO enrichment analysis of m^6^A and RNA levels in different populations. Heatmap showing 1406 m^6^A-tagged targets clustered with K-mean (K = 2), and clusters (C1-C2) were shown. Left is m^6^A and mRNA expression levels, right is GO enrichment analysis for cluster 1 and 2. Hypergeometric test was used for this statistical analysis. (**F**) Dot plot showing cell-type-specific m^6^A and mRNA expression levels for representative genes. The normalized levels of m^6^A and mRNA expression were centered on the mean of these eight populations, and both color and diameter of circles indicate the relative levels of m^6^A and mRNA expression. (**G**–**J**) MeRIP-PCR (**G**, **I**) and RT-qPCR (**H**, **J**) showing m^6^A and mRNA levels of indicated master regulators in SSCs and the Thy-subtype. *n* = 3, *n* represents biological independent experiments. Data information: The data in (**G**, **I**) were analyzed by one-way ANOVA with Dunnett’s multiple comparisons test. The data in (**H**, **J**) were analyzed by unpaired two-tailed Student’s *t* test. The error bars represent mean ± SD. Source data are available online for this figure.

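At the paper's thresholds of a log2 fold change of IP over input above 1 and an unadjusted p under 0.05, edgeR called 1640 of 15780 genes tested in SSC, 1957 of 16367 in pBCSP and 1070 of 16040 in BCSP. Downstream it called 1963 of 18564 genes in PCP, 1974 of 15923 in THY, 2286 of 18425 in BLSP, 2450 of 16904 in 6C3 and 2241 of 16541 in HEC. The calls covered 5584 genes in at least 1 of the 8 populations. Of these, 375 were called in all 8 populations and 2575 in 1 population only. GENCODE vM21 lists 3642 of them as protein coding and 1682 as another type, and 260 had no match there. With p adjusted by the Benjamini-Hochberg method, which moved the total most, 3280 genes were called in at least 1 population. The ratio of IP to input correlated between replicates across genes, which are not independent replicates, at 0.308 in BCSP, the lowest of the 8, and 0.605 in 6C3, the highest. In SSC, 69 of the called genes had at most 3 counts in both input libraries, and in 6C3 321 did, so for those genes the ratio rests on IP counts alone.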

With this dataset, we identified a total of 5327 m^6^A-tagged mRNAs, which were defined as high-confidence m^6^A targets in at least one of these 8 cell populations (Fig. 1B; Dataset EV1). To validate the accuracy of these m^6^A profiles, we focused on skeletal stem and progenitor cells and profiled m^6^A modification upon Mettl3 deletion. Given that type II collagen alpha 1 (Col2a1) marks skeletal stem and progenitors in the growth plate (Cheng et al, 2023; Ono et al, 2014), we cross *Mettl3*^*fl/fl*^ with *Col2a1-Cre* mice to generate *Mettl3*^*fl/fl*^*;Col2a1-Cre* mice. For simplicity, *Mettl3*^*fl/fl*^;*Col2a1-Cre* mice will henceforth be referred to as *Mettl3*^KO^ mice and *Mettl3*^*fl/fl*^ control mice as wild-type (WT) mice. Deletion of Mettl3 was successfully achieved in *Mettl3*^KO^ mice, and dot blotting assay showed that Mettl3 loss also decreased m^6^A level in skeletal stem and progenitor cells (Appendix Fig. S1B–D). Consistently, compared with WT control, Mettl3 deficiency significantly decreased m^6^A levels in SSCs, Pre-BCSP and BCSP (Appendix Fig. S1E). Thus, these data verified the accuracy of m^6^A profiles.

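Mettl3 (ENSMUSG00000022160.18, chromosome 14 of GRCm38 from 52294841 to 52305128) was read first in the input libraries. In SSC its counts were 454 and 449 in the 2 WT libraries and 486 and 593 in the 2 libraries labelled Mettl3KO. Normalized over all 44 libraries, Mettl3 was 15.8 ± 0.0569 CPM (SD, n = 2) in WT SSCs and 17.9 ± 1.28 (SD, n = 2) in those labelled Mettl3KO. The log2 fold change was 0.19 (standard error 0.26, adjusted p = 0.817 from edgeR). In pBCSP the means were 14.6 ± 2.89 and 23.2 ± 0.348 (SD, n = 2 each), with a log2 fold change of 0.69 (adjusted p = 0.618 from edgeR). In BCSP they were 19.5 ± 1.23 and 17.5 ± 1.20 (SD, n = 2 each), with a log2 fold change of −0.15 (adjusted p = 0.901 from edgeR). The Mettl3 count was thus not lower beyond the replicate error in libraries labelled Mettl3KO. Counts per gene cannot show the loss of a single exon, and the paper's text does not name the floxed exon.
The relative m6A level is the paper's Z-score, within each cell type, of DESeq2's Wald statistic of IP against input. Over the 1990 genes tagged by DESeq2 in WT SSCs and scored in both genotypes, the median change of this level in libraries labelled Mettl3KO was −0.833, and 85.2% of the genes were lower. Over 2120 genes in pBCSP the median change was −0.577 with 74.0% lower, and over 1400 genes in BCSP 70.3% were lower. Chosen instead as the genes tagged in libraries labelled Mettl3KO, the genes moved up by a median of 0.759 in SSC, 0.493 in pBCSP and 0.598 in BCSP. On the scale of the log2 fold change of IP over input, 50.5% of the genes tagged in WT SSCs were lower, against 54.3% in pBCSP and 45.9% in BCSP.
Per replicate, the median log2 ratio of IP to input over the genes tagged by edgeR in WT was 1.53 and 1.56 in the WT SSC replicates and 1.40 and 1.53 in those labelled Mettl3KO. In pBCSP it was 1.52 and 1.61 in WT and 1.29 and 1.42 in libraries labelled Mettl3KO, and in BCSP 1.29 and 1.51 in WT and 1.69 and 1.43 in libraries labelled Mettl3KO. The mean difference over the 3 populations was −0.04 (two-sided exact permutation of genotype within populations, p = 0.583), and 0.01 without WT replicate 2. This permutation treats the 3 populations as independent. Differences between replicate numbers recurred across them, so its p is approximate. No gene had a change of ratio at an adjusted p under 0.05 in edgeR's interaction test. At an unadjusted p under 0.05, 1943 genes were lower and 562 higher in SSC. Among the genes tagged in WT, 127 were lower and 118 higher in SSC, 150 and 59 in pBCSP and 63 and 85 in BCSP. This test did not pair IP with input. With each replicate's IP and input as a pair, chosen after seeing the data, 848 genes were lower and 335 higher in SSC at an unadjusted p, and again none at an adjusted p. Of the genes tagged in WT, 67 were then lower and 93 higher in SSC, 98 and 65 in pBCSP and 29 and 126 in BCSP. Per gene, the median change of the log2 ratio in SSC was 0.86 over the genes tagged in libraries labelled Mettl3KO, and 20 simulations with no change of m6A gave 0.88 (0.84 to 0.92) for genes chosen in this way. From lower levels in these 3 populations, together with its assays of the Mettl3 deletion and a dot blot of m6A, the paper concludes that the m6A profiles are accurate.

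**Figure D1:**
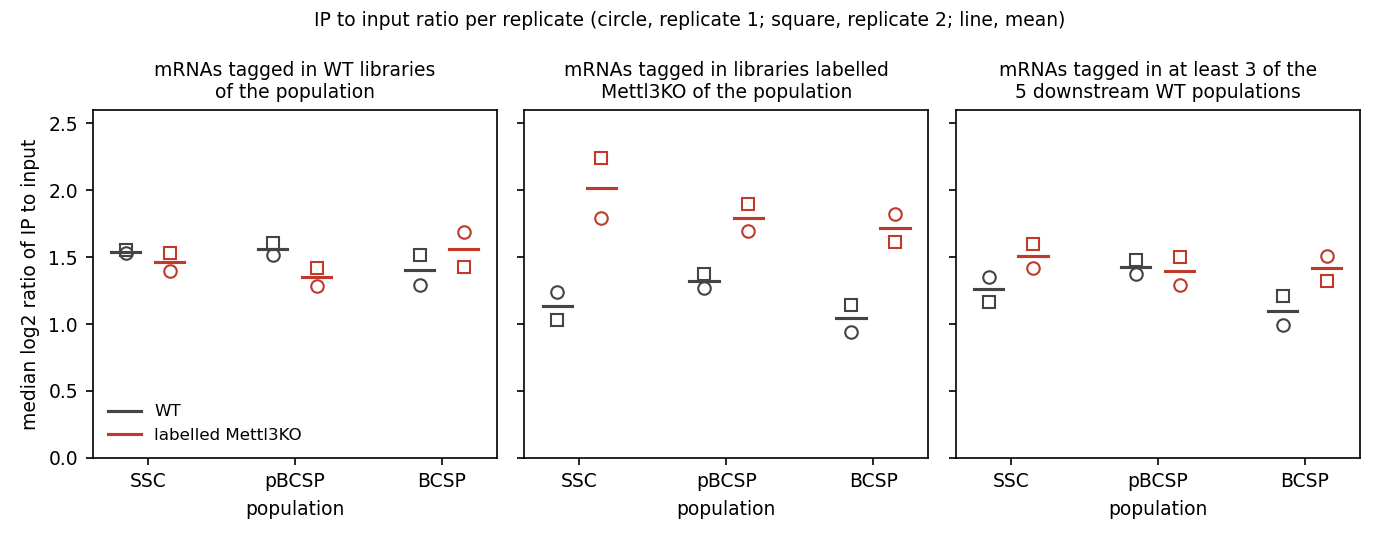
Median log2 ratio of IP to input in each replicate of SSC, pBCSP and BCSP, for WT libraries and libraries labelled Mettl3KO, over 3 choices of genes. Lines are means of the 2 replicates. Over genes tagged in WT the genotypes differ by −0.04 on average, and over genes tagged in libraries labelled Mettl3KO by 0.68.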

We next explored the pattern of m^6^A modification in the skeletal hierarchy. Interestingly, m^6^A levels in skeletal stem and progenitors (SSC, Pre-BCSP, and BCSP) were higher than the levels in their downstream cell populations (PCP, THY, BLSP, HEC and 6C3) (Fig. 1C). 

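The median relative m6A level over the genes DESeq2 tagged in each WT population was 1.69 in SSC, 1.62 in pBCSP and 1.84 in BCSP. It was 1.57 in PCP, 1.43 in THY, 1.28 in BLSP, 1.34 in 6C3 and 1.31 in HEC. The mean of the 3 stem and progenitor medians exceeded that of the 5 downstream medians by 0.331 (two-sided exact permutation test over the 56 splits of the 8 populations, p = 0.0179, the smallest p this design allows). Each median rests on 2 IP and 2 input libraries. The standard deviation of the Wald statistic, by which the paper's Z-score is scaled, was 1.97 in SSC and 2.61 in HEC. On the unscaled log2 fold change of IP over input the order turned. The medians were 1.64, 1.55 and 1.48 in SSC, pBCSP and BCSP and between 1.78 and 2.32 in the downstream populations, a difference of −0.48 (same exact test, p = 0.0179). Over the genes tagged in any population the difference of the Z-score medians was 0.0321 (exact permutation p = 0.554). Over the 413 genes tagged in all 8 populations it was −0.392 (exact permutation p = 0.0179). With the same number of top-ranked genes in each population it was −0.0904 (exact permutation p = 0.161). Per replicate, the log2 ratio of IP to input gave a difference of −0.05 without replicate 1 and −0.29 without replicate 2, and 6C3 differed most between replicates, with medians of 2.19 and 1.57. The share of counts from mitochondrial genes in IP libraries was 1.56% to 2.92% in SSC, pBCSP and BCSP and 4.53% to 9.10% downstream, so the levels could not be compared at the same mitochondrial share.

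**Figure D2:**
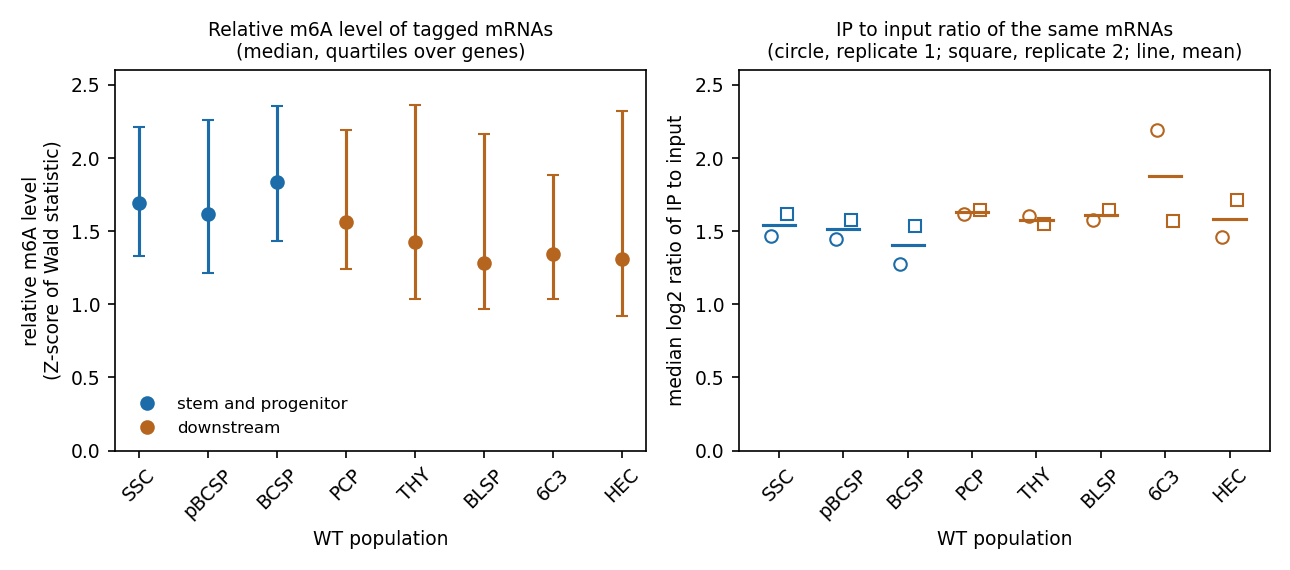
Left, median relative m6A level (Z-score of the Wald statistic) of the mRNAs tagged in each WT population, with quartiles over genes. Right, median log2 ratio of IP to input of the same mRNAs in each of the 2 replicates, with their mean. The stem and progenitor medians of 1.69, 1.62 and 1.84 lie above the downstream medians at left, and their mean ratios lie lower than the downstream means at right.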

We previously found that the establishment of cell fates in the hematopoietic hierarchy occurs at the root or early stage of lineage commitment, as the pattern of most m^6^A modifications in downstream cells mainly inherits from their upstream developmental stages(Yin et al, 2021). However, we found a different pattern of m^6^A modifications in the skeletal system. 

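Each tagged mRNA was assigned to the first of SSC, pBCSP and BCSP upstream of its population in which it was tagged, and to de novo where it was tagged in none. Of the 3027 calls in pBCSP and BCSP, 1774 were also called in SSC, a share of 58.6% (Wilson 95% interval 56.8% to 60.3%). The share was 55.9% in pBCSP and 63.6% in BCSP. Calls found in no population upstream were 44.1% in pBCSP and 20.5% in BCSP. Of the 10914 calls in the 5 downstream populations, 4704 were called in none of the 3, a share of 43.1% (Wilson 95% interval 42.2% to 44.0%). This de novo share was 42.7% in PCP, 39.6% in THY, 46.0% in BLSP, 45.7% in 6C3 and 40.8% in HEC. The intervals cover counting error over genes only, since genes are not independent and PCR copies are not separate molecules. When presence upstream required only a log2 fold change above 0 in place of the paper's thresholds, the alternative that moved both shares most, 92.8% of the calls in pBCSP and BCSP were inherited and 13.1% downstream were de novo.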

Similar to the hematopoietic system, the pattern of most m^6^A modifications (75%) in p-BCSP and BCSPs also inherited from SSCs, however, up to 65% m^6^A modifications in downstream cells (PCP, THY, BLSP, 6C3 and HEC) were de novo established (Fig. 1D). These data implied a sharp transition of cellular states during the differentiation of skeletal stem and progenitor cells into their downstream lineages (bone, cartilage and stroma). Therefore, these data indicate that RNA m^6^A plays a key role in cell fate determination in the skeletal hierarchy.

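Of the 4704 calls assigned to de novo downstream, 25.9% were in genes with too few counts to be tested in any of SSC, pBCSP and BCSP, and 69.6% had a log2 fold change of IP over input above 0 in at least 1 of the 3. In 8 simulations in which every gene had 1 ratio of IP to input shared by all 8 populations, with the measured mRNA levels and spread and calls made by DESeq2, a mean of 50.7% of the calls in pBCSP and BCSP were inherited (49.5% to 51.7%). In the same simulations a mean of 34.9% of the downstream calls were de novo (33.9% to 36.3%). The measured shares with DESeq2's calls were 55.7% inherited and 47.0% de novo. The simulations called a mean of 2279 genes in BCSP and 2459.9 in 6C3, against 1467 and 3154 measured with DESeq2, so simulated and measured shares are not directly comparable. From a larger share of de novo m6A downstream than in pBCSP and BCSP in its own calls, the paper proposes a sharp transition of cellular states. It places this transition where stem and progenitor cells differentiate.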

To further investigate the role of m^6^A in regulating cellular fate, we integrated and paired the m^6^A methylomes with gene expression profiles of these 8 populations. K-mean clustering of all 5327 m^6^A-tagged mRNAs revealed 9 major clusters (Appendix Fig. S1F). 

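K-means clustering with K = 9 was run on the gene-scaled relative m6A level and mRNA level across the 8 populations, over the 4729 tagged genes scored in all of them. In 1 cluster of 498 genes, the mean scaled level in SSC, pBCSP and BCSP exceeded that downstream by 1.07 for m6A and by 1.30 for mRNA. In another of 667 genes, m6A exceeded the downstream level by 1.17, while mRNA differed by −1.42. Clusters of 580, 747 and 570 genes had lower m6A in SSC, pBCSP and BCSP than downstream, by −0.935, −1.16 and −1.21. Without clustering, 390 genes had a relative m6A level in each of SSC, pBCSP and BCSP above that of every downstream population. Of these, 137 had mRNA higher and 253 mRNA lower in the 3 populations on average. Other splits of the 8 populations gave a median of 62.5 such genes, and 1 of the 56 splits, the real one, gave as many as 390. With m6A taken from replicate 1 and mRNA from replicate 2, the numbers were 51 with mRNA higher and 166 with mRNA lower, and with the replicates exchanged they were 118 and 346. In the first of these settings 3 of the 56 splits gave as many genes as the real one, and 9 gave as many with mRNA higher.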

As exemplified, clusters 1 and 2 comprised m^6^A-tagged mRNAs that enriched in all three skeletal stem and progenitor populations (SSC, pBCSP and BCSP), cluster 3 contains BCSP-specific m^6^A-tagged mRNAs, and clusters 4-7 mainly enriched in downstream lineage cells. As expected, most of these m^6^A-tagged mRNAs (except targets in cluster 8 and 9) either positively or negatively correlated their mRNA levels. 

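Spearman's correlation between the relative m6A level and the mRNA level over the 8 population means was computed for each of the 4729 genes. It was positive in 1655 genes and negative in 2988, so that 35.0% were positive (Wilson 95% interval 33.7% to 36.4%), and the median was −0.214. At an unadjusted exact p under 0.05, 168 genes were positively and 533 negatively correlated, and 0 of the 4729 relations reached an adjusted p under 0.05. On the log2 fold change scale in place of the Z-score, 47 genes were positively and 1131 negatively correlated at an unadjusted exact p, 136 genes reached an adjusted p under 0.05, and 18.3% were positive. The smallest p the 40320 arrangements of 8 populations can give is 4.96e-05. Both measures use the input libraries, so a high input count alone lowers the ratio and raises the mRNA level. Over the 5258 genes tagged by DESeq2, 33.4% were positive, with 169 positive and 618 negative at an unadjusted exact p. In the simulations with 1 ratio per gene and DESeq2's calls, which hold no relation between m6A and mRNA and compare with these, 33.6% of genes were positive (32.7% to 34.4%), with 105 positive (91 to 124) and 449 negative (412 to 484) at an unadjusted p under 0.05. They gave 17.0% positive (16.0% to 17.5%) on the log2 fold change scale. With m6A and mRNA from different replicates, 40.2% of genes were positive. With both from the same replicate, an alternative chosen after seeing the data, 14.4% were.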

Next, we focused on cluster 1 and 2 as their higher m^6^A modifications in skeletal stem and progenitor populations (Fig. 1E). m^6^A-tagged mRNAs in clusters 1 showed positive correlation with their mRNA levels, while a negative correlation was observed in cluster 2. 

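Within the cluster of 498 genes with higher m6A and higher mRNA in SSC, pBCSP and BCSP, the median Spearman correlation was 0.286 and 73.3% of genes were positive. Within the cluster of 667 genes with higher m6A and lower mRNA, the median was −0.595 and 6.60% were positive. The clusters were formed from the same values, so these correlations follow in part from the clustering. The simulations with no relation gave a mean of 67.1 genes (45 to 77) with m6A and mRNA both higher in the 3 populations and 57.5 genes (47 to 72) with m6A higher and mRNA lower, against 145 and 293 measured over genes tagged by DESeq2, as in the simulations. Of the 56 splits of the populations, 2 gave as many genes with both higher as the measured split, and 1 gave as many with mRNA lower. On the log2 fold change scale in place of the Z-score, 43 genes had both higher and 303 had mRNA lower, and 3 and 2 of the 56 splits gave as many.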

GO analysis showed that the genes with higher m^6^A modifications and higher mRNA levels in cluster 1 were enriched in many important aspects of bone development, such as ossification, cartilage development, and Wnt signaling (Fig. 1F). 

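The paper names 17 genes for ossification, cartilage development and Wnt signaling in Fig. 1F. In 15 of them the mean relative m6A level was higher in SSC, pBCSP and BCSP than downstream, by a median of 0.932 over the 17. All 17 had a higher mean mRNA level there, by a median of 0.70 on the log2 scale. In Mgp and Ift20 the m6A level was lower, by −0.618 and −0.188. In Ucma and Epyc it was higher by 0.163 and 0.554, but the log2 fold change of IP over input was lower, by −0.14 and −0.27. Chst11 (ENSMUSG00000034612.7, chromosome 10 of GRCm38 from 82985498 to 83195900) had m6A higher by 1.26 (two-sided exact permutation over 56 splits, p = 0.0179) and mRNA higher by 2.67 (exact permutation p = 0.0357). Acan (ENSMUSG00000030607.7, chromosome 7 from 79053483 to 79115099) had m6A higher by 1.22 and mRNA higher by 1.35. The correlation of both measures over the 8 populations was positive in 11 genes and negative in 6. At an unadjusted exact p under 0.05, 9 genes differed in m6A and 10 in mRNA, and adjusted over the list alone, joined with the other genes the paper names for m6A across populations, 0 differed in m6A and 4 in mRNA. The study chose this list on these libraries, so the counts adjusted over it are not independent evidence. The enrichment of gene ontology terms was not analysed here.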

Interestingly, the genes in cluster 2 showing higher m^6^A modifications and lower mRNA levels mainly involved in actin filament bundle assembly, proteasome-mediated ubiquitin-dependent protein catabolic process (Fig. 1F). These findings were further validated by m^6^A-RIP-PCR and qRT-PCR. 

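Among the genes that Fig. 1F places with the proteasome-mediated term, Ankib1 had a mean relative m6A level higher in SSC, pBCSP and BCSP than downstream by 1.09 (two-sided exact permutation p = 0.0357). Atxn3 was higher by 1.06 (exact permutation p = 0.0179), Znrf1 by 1.17 (exact permutation p = 0.0357) and Spopl by 1.12 (exact permutation p = 0.0893). Their mRNA differed on the log2 scale by −1.90 in Ankib1, −1.63 in Atxn3, −1.83 in Znrf1 and −1.59 in Spopl (exact permutation p = 0.0179 for each). Adjusted over the list alone, again with all such genes, which the study drew from these libraries, the mRNA difference had p = 0.0496 in each of these by the same exact permutation, and none differed in m6A at an adjusted p under 0.05. Fem1b (ENSMUSG00000032244.9, chromosome 9 of GRCm38 from 62791821 to 62811934) had levels of 1.88, 1.61 and −0.0480 in SSC, pBCSP and BCSP and between −1.18 and 0.120 downstream, a difference of 1.71 (two-sided exact permutation p = 0.0357). Its mRNA difference was −0.28 on the log2 scale (exact permutation p = 0.0536). The correlation of both measures over the populations was negative in each of these genes. Fem1b was tagged in SSC and in no other population. Atxn3 and Znrf1 were tagged in none of the 8 populations by edgeR.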

As exemplified, compared with the downstream Thy population, key regulators for stem cells (e.g., *Klf4*, *Chst11*, *Foxo1*, *Foxo3* and *Foxc1*) showed higher m^6^A levels with higher mRNA expression in SSCs (Fig. 1G,H; Appendix Fig. S1G,H); in contrast, proteasome-related genes (e.g., *Fem1b*, *Spopl*) displayed higher m^6^A levels with lower mRNA levels in SSCs (Fig. 1I,J). Together, these data indicate a complicated and highly dynamic correlation between m^6^A and mRNA levels across the skeletal hierarchy.

### Mettl3 deficiency causes bone dysplasia

We next explored the role of m^6^A modifications in the skeletal hierarchy. Given the core role of METTL3 in catalyzing m^6^A modifications, we first assessed its expression in different skeletal populations. As expected, we found that Mettl3 expression exhibited highest level in SSCs, and gradually decreased along SSC differentiation (Appendix Fig. S2A). Higher expression of Mettl3 protein was also observed in the growth plate where skeletal stem and progenitors were enriched (Appendix Fig. S2B). Thus, these data drove us to dissect the function of Mettl3 in SSCs and skeletogenesis.

Interestingly, compared to WT control littermates, *Mettl3*^KO^ mice displayed modest difference at postnatal day 3 (P3), but obvious dwarfism symptom as showing clearly the shorter body and less body weight at P14 (Fig. 2A,B; Appendix Fig. S2C). In particular, the femur in *Mettl3*^KO^ mice was markedly shorter at P14 (Fig. 2C,D), indicating that Mettl3 deletion impairs skeletogenesis. We then examined the femoral growth plate on P3 and P14 by performing hematotoxylin and eosin (HE) staining, and saffron O-fast green staining. Interestingly, we observed an increased proliferating zone (PZ) at P3 in *Mettl3*^KO^ mice, when compared to WT control (Fig. 2E–G; Appendix Fig. S2D). As development progresses, although the resting zone (RZ) were not significantly changed, the proliferating zone was obviously expanded with a concomitant decrease of the hypertrophic zone (HZ) in the metaphysis of *Mettl3*^KO^ mice at P14 (Fig. 2H,I; Appendix Fig. S2E). TRAP staining showed that there was no significant difference in osteoclast activity between WT and *Mettl3*^KO^ mice (Appendix Fig. S2F). Additionally, microCT (μCT) scanning of femurs showed that the ratios of bone volume v.s. tissue volume ratio (BV/TV) and bone surface v.s. tissue volume (BS/TV) were substantially reduced in *Mettl3*^KO^ mice compared to WT mice at 1 and 3 month age (Fig. 2J–L; Appendix Fig. S2G,K,N,O). Mettl3 loss led to a decrease of the trabecular number (Tb.N) but an increase in the trabecular separation (Tb.Sp) (Fig. 2M,N; Appendix Fig. S2L,M). Interestingly, Mettl3 loss did not affect the bone cortical thickness (Appendix Fig. S2P,Q). Together, these results demonstrate that Mettl3 deletion impairs the development of skeletal stem progenitor cells and causes bone dysplasia.

**Figure 2:**
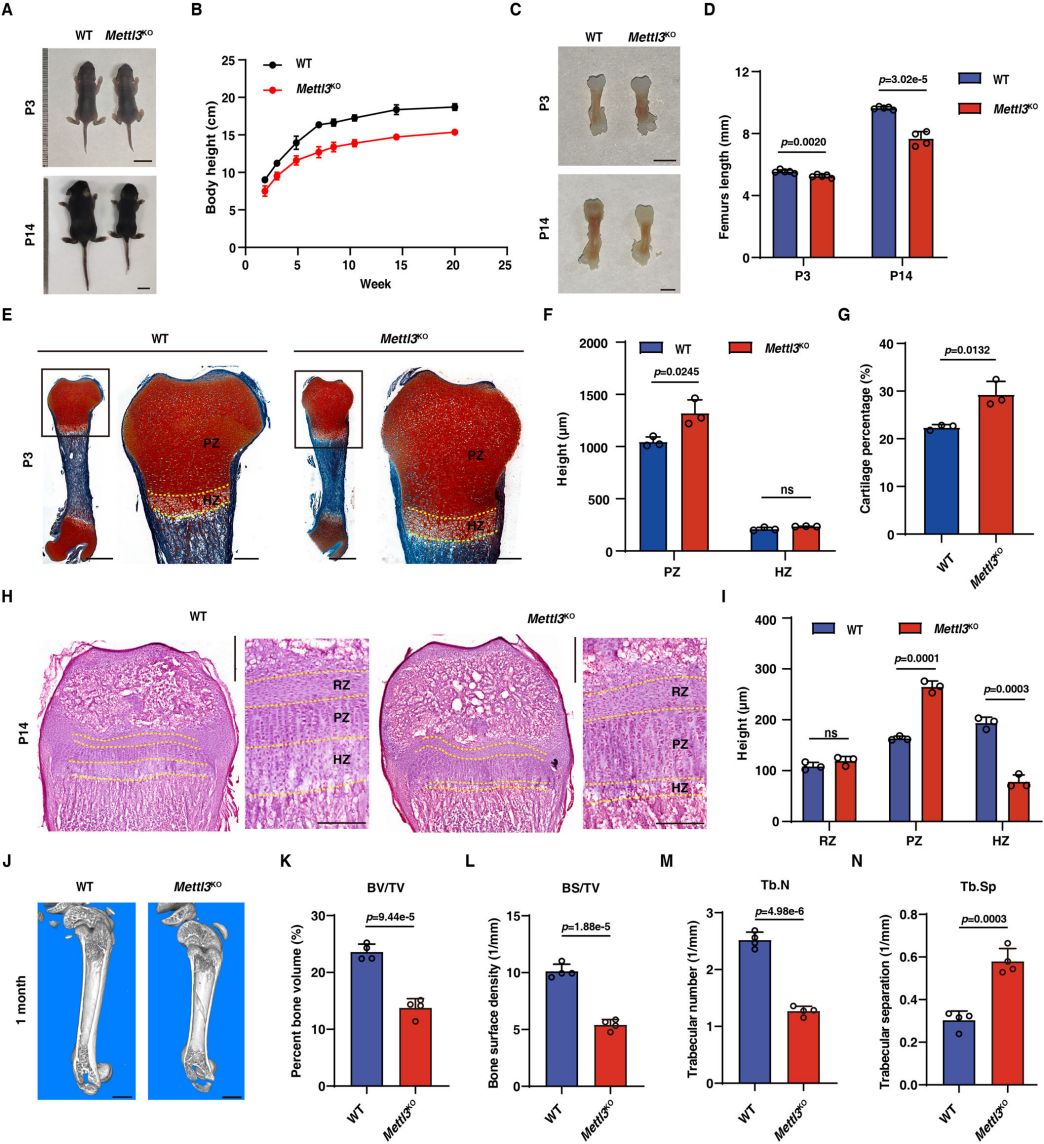
Mettl3 deficiency causes bone dysplasia. (**A**) Gross observation of WT mice and *Mettl3*^KO^ mice at P3 and P14. Scale bar, 1 cm. (**B**) Quantification of body height of WT mice and *Mettl3*^KO^ mice at different ages (*n* = 5). Data are mean ± SD. (**C**) Gross observation of femurs of WT mice and *Mettl3*^KO^ mice at P3 and P14. Scale bar, 2 mm. (**D**) Quantification of femur length of WT mice and *Mettl3*^KO^ mice at P3 and P14 (*n* = 4 or 5). (**E**) Safranin O-fast green staining showing the cartilage area in femurs at P3. PZ, proliferation zone; HZ, hypertrophic zone. Scale bars, the left is 600 μm, the right is 200 μm. (**F**) Quantification of the heights of PZ and HZ (*n* = 3). (**G**) Quantification of the cartilage percentage at P3 (*n* = 3). (**H**) H&E staining showing the height of growth plates in femurs at P14. RZ, resting zone. Scale bars, the left is 500 μm, the right is 200 μm. (**I**) Quantification of the heights of RZ, PZ, and HZ (*n* = 3). (**J**) Micro-CT analysis showing the three-dimensional reconstruction images of cancellous bones of femurs at 1 month. Scale bar, 1 mm. (**K**–**N**) Quantification measurements of the bone volume/total volume (BV/TV), bone surface /total volume (BS/TV), trabecular number (Tb.N), and trabecular separation (Tb.Sp) of femurs from 1-month-old WT mice and *Mettl3*^KO^ mice (*n* = 4) by micro-CT. Data information: The data in (**D**, **F**, **G**, **I**, **K**–**N**) were analyzed by unpaired two-tailed Student’s *t* test. The error bars represent mean ± SD; ns, no significance. Source data are available online for this figure.

### Mettl3 loss impairs the quiescence of SSC

We next investigated how Mettl3 influences SSC function (Fig. 3A). Unexpectedly, while pre-BCSP, BCSP and their downstream progenies did not demonstrate significant changes, the frequency and total number of SSCs were obviously increased in *Mettl3*^KO^ mice compared to WT control mice (Fig. 3B–D; Appendix Fig. S3A,B). Next, we assessed the cell cycle of SSCs, and found that the percentage of SSCs in G1 phase and cycling in *Mettl3*^KO^ mice was clearly increased accompanied with an obvious decrease in G0 phase (Fig. 3E,F), indicating that Mettl3 deletion induced SSCs exiting quiescence and entering cell cycling. To examine the in vivo cell cycle status of SSCs, we performed EdU labeling by administering EdU into mice twice with 3-hour interval, and mice were euthanized at six hours. We observed more EdU labeling in the epiphyseal and growth plate area of femurs of *Mettl3*^KO^ mice (Fig. 3G), indicating that more *Mettl3*^KO^ SSCs are in the cycling phase. Consistently, Mettl3 deletion upregulated the expression of cell cycle related genes in SSCs including *Cdk4*, *Cdk6*, *Ccnd1*, *Ccne1*, and *Ccne2* (Appendix Fig. S3C). Collectively, these data demonstrate that Mettl3 is required for maintaining SSC quiescence.

**Figure 3:**
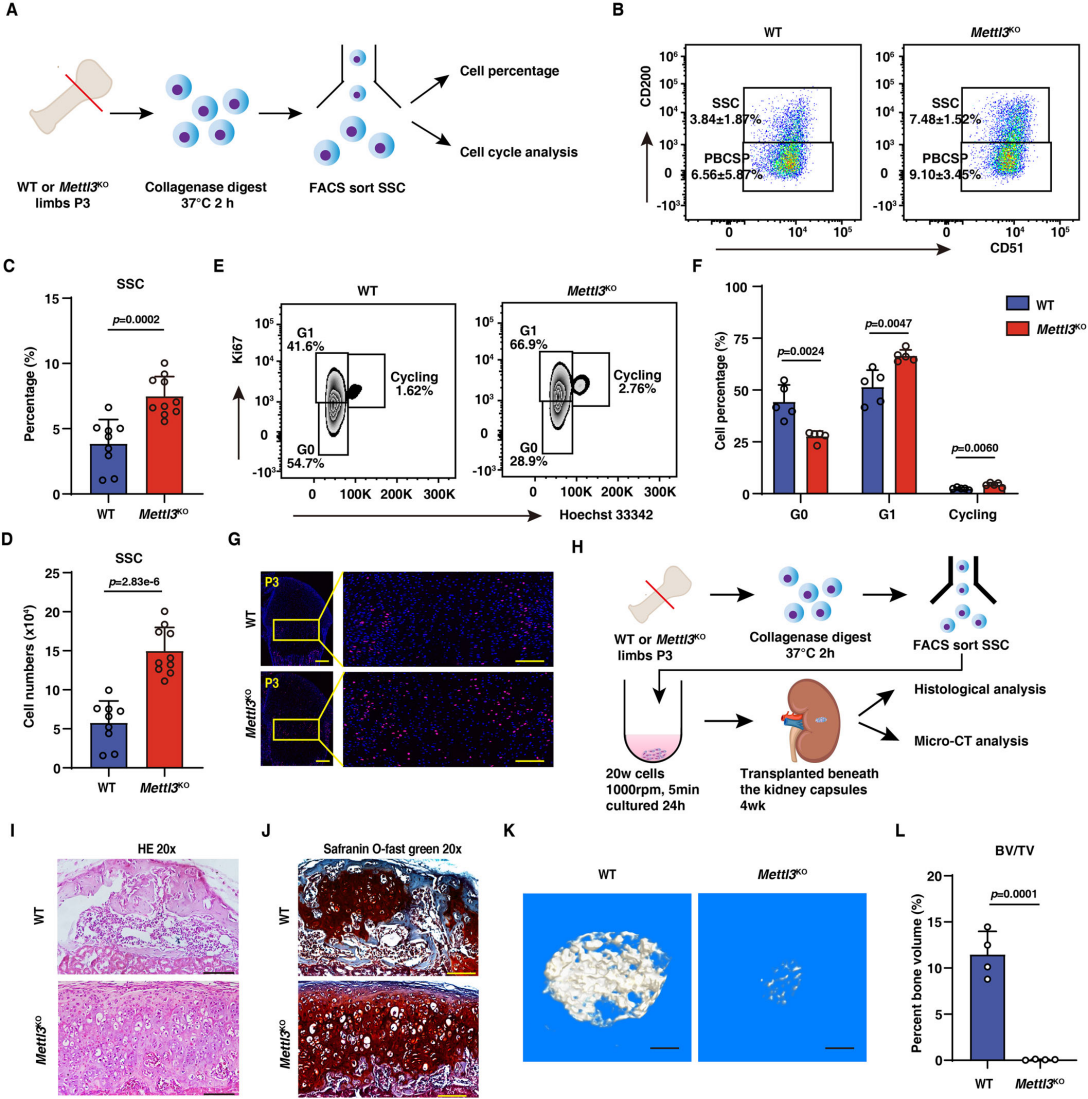
Loss of Mettl3 impairs the quiescence and multipotency of SSCs. (**A**) Schematic diagram showing the analysis and sorting of SSCs lineages by flow cytometry. (**B**) Gated cell populations in flow cytometry of SSCs and PBCSPs in femurs of P3 WT mice and *Mettl3*^KO^ mice. (**C**) Quantification of SSCs population percentages (*n* = 9 or 10). (**D**) Quantification of SSCs population cell numbers (*n* = 9 or 10). (**E**) Flow cytometry analysis of cell cycle phase in SSCs of P3 from WT mice and *Mettl3*^KO^ mice. S and G2-M were combined and defined as cycling. (**F**) Cell cycle analysis showing percentages of cell cycle phases in SSCs of P3 from WT mice and *Mettl3*^KO^ mice (*n* = 5). (**G**) EdU labeling assay of distal-femur growth plates (pulsed on P3). Scale bars, the left is 200 μm, the right is 100 μm (*n* = 3). (**H**) Schematic diagram showing renal capsule transplantation analysis of SSCs in vivo. (**I**) H&E staining of tissue grafts following cell transplant beneath the renal capsule. The uncropped image was displayed in Appendix Fig. S4A. Scale bar, 100 μm. (**J**) Safranin O-fast green staining of tissue grafts following cell transplant beneath the renal capsule. The uncropped image was displayed in Appendix Fig. S4B. Scale bar, 100 μm. (**K**) Micro-CT analysis showing the three-dimensional reconstruction images of tissue grafts at 1 month. Scale bar, 200 μm. (**L**) Quantification measurements of BV/TV of tissue grafts by micro-CT, SSCs from WT mice and *Mettl3*^KO^ mice (*n* = 4). Data information: The data in (**C**, **D**, **F**, **L**) were analyzed by unpaired two-tailed Student’s *t* test. The error bars represent mean ± SD. Source data are available online for this figure.

### Loss of Mettl3 impairs the differentiation ability of SSCs

Further, we assessed whether Mettl3 influences the in vivo differentiation potential of SSCs. Sorted SSCs were transplanted beneath the renal capsules of healthy mice. Four weeks after transplantation, we performed μCT analysis, HE staining, and saffron O-fast green staining to analyze bone formation in vivo (Fig. 3H). As expected, SSCs from WT mice formed normal bone structure containing bone matrix and marrow-like cavity under renal capsule. However, SSCs from *Mettl3*^KO^ mice displayed abnormal cartilage with aberrant accumulation of chondrocytes but lacking bone matrix and marrow-like cavity (Fig. 3I; Appendix Fig. S4A). Saffron O-fast green staining also confirmed this phenotype (Fig. 3J; Appendix Fig. S4B). Through analyzing by μCT, we confirmed that Mettl3 deletion impaired the bone formation capacity of SSCs (Fig. 3K,L). These data indicate that that Mettl3 deletion impairs the in vivo differentiation potential of SSCs. To further clarify this point, we conducted in vitro differentiation assay by culturing freshly sorted SSCs in osteogenic medium for 21 days (Appendix Fig. S4C). We found that *Mettl3*^KO^ SSCs impaired osteogenic differentiation ability into mineralized nodules, as indicated by the marked decrease of alkaline phosphatase (ALP) staining and alizarin red S staining (Appendix Fig. S4D–F). In addition, compared to WT control, the expression levels of osteogenic genes (*Col1a1*, *Alpl*, *Ocn* and *Osterix*) were substantially downregulated in *Mettl3*^KO^ group (Appendix Fig. S4G). Consistently, knockdown of Mettl3 in SSCs by shRNA also damaged the differentiation ability into osteoblast, and caused the decreased expression of osteoblastic related genes (e.g. *Col1a1*, *Ocn*) (Appendix Fig. S4H,I). To rule out the off-target possibility, we restored Mettl3 expression in *Mettl3*^KO^ SSCs. As expected, Mettl3 restoration rescued the osteogenesis deficiency and reversed the expression of osteoblastic related genes (e.g. *Col1a1*, *Ocn*) in *Mettl3*^KO^ SSCs (Appendix Fig. S4J,K). Collectively, these data demonstrated that Mettl3 is essential for maintaining SSC quiescence and multipotency.

### Mettl3 regulates Fem1b stability to maintain SSCs function

To understand the mechanisms of how Mettl3 sustains SSCs function, we performed RNA-seq and SLIM-seq to globally analyze gene expression in *Mettl3*^KO^ SSCs. 

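Gene expression was compared between the 2 WT SSC input libraries, with 32460090 and 29766972 counts, and the 2 SSC input libraries labelled Mettl3KO, with 32963442 and 32963300. The test was edgeR's quasi-likelihood test on these 4 libraries, over 16100 genes that passed its filter on low counts. The paper compared the same libraries with DESeq2 and called differentially expressed genes (DEGs) at a log2 fold change beyond 0.5 and an unadjusted P under 0.05, and both thresholds were kept. In simulations on these 4 libraries, 200 genes above a minimum mean count were given a log2 fold change of 2 in either direction. All genes had the same spread, and smaller changes were not simulated. There edgeR recovered 87.0% of the changed genes at an unadjusted p under 0.05 and called 4.55% of the unchanged ones. At an adjusted p under 0.05 it recovered 19.5%. The authors deposited a table of their DEGs with log2 fold changes and p-values, and a table of the tagged DEGs with a change of m6A whose calculation the paper's text does not describe.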

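Between the libraries labelled Mettl3KO and WT SSCs, 2258 genes passed the paper's thresholds, 1120 higher and 1138 lower. None reached an adjusted p under 0.05. DESeq2 gave 718 DEGs at an adjusted p under 0.05 on the same libraries, and edgeR without the filter on low counts gave 793, the alternative that moved this number most. With each library left out in turn, between 2031 and 2152 of the 2258 genes kept a log2 fold change beyond 0.5 in their direction. Of the 1545 tested genes that were m6A-tagged in WT SSCs, 218 were DEGs, 103 higher and 115 lower. These were 14.1% of the tagged genes, against 14.0% DEGs among the untagged ones (two-sided Fisher's exact test, p = 0.908). With DESeq2 these shares were 14.8% and 10.4% (Fisher's exact p = 1.23e-07) and without a filter on low counts 16.1% and 12.0% (Fisher's exact p = 2.58e-06). Both of these settings also test untagged genes with low counts, and with at least 10 counts in every library the shares were 14.8% and 16.3% (Fisher's exact p = 0.133). Tagged DEGs were higher in 47.2% of cases and untagged DEGs in 49.9% (odds ratio 0.901, two-sided Fisher's exact test, p = 0.477). With DESeq2 in place of edgeR, 123 tagged DEGs were higher and 118 lower. Ube2h (ENSMUSG00000039159.16, chromosome 6 of GRCm38 from 30211289 to 30304539) was 55.0 ± 0.572 CPM (SD, n = 2) in WT and 108 ± 9.92 in libraries labelled Mettl3KO, a log2 fold change of 0.96 (standard error 0.19, adjusted p = 0.160 from edgeR). Cdk6 (ENSMUSG00000040274.11, chromosome 5 from 3341485 to 3531008) rose from 79.9 ± 1.48 to 144.6 ± 0.403, a log2 fold change of 0.85 (standard error 0.18, adjusted p = 0.161 from edgeR). Mgp (ENSMUSG00000030218.2, chromosome 6 from 136872435 to 136875823) fell from 1489 ± 217 to 658 ± 219, a log2 fold change of −1.19 (standard error 0.27, adjusted p = 0.163 from edgeR). Id2 (ENSMUSG00000020644.9, chromosome 12 from 25093799 to 25097140) fell from 399 ± 62.8 to 194 ± 51.2, a log2 fold change of −1.05 (standard error 0.24, adjusted p = 0.175 from edgeR). For each of these 4 genes both libraries labelled Mettl3KO lay on the same side of both WT libraries, and DESeq2 gave an adjusted p under 0.05.

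**Figure D3:**
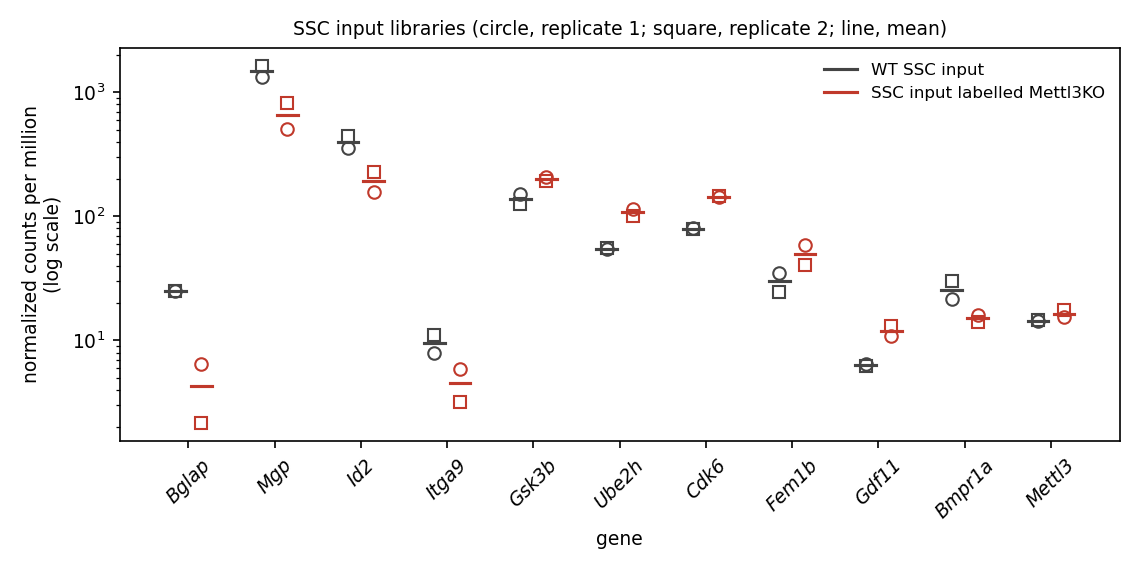
Normalized counts (CPM) of genes the paper names, in each of the 2 WT SSC input libraries and the 2 labelled Mettl3KO, on a log scale, with the mean of each pair. Mgp lies at a mean of 1489 in WT and 658 in libraries labelled Mettl3KO, and Ube2h at 55.0 and 108.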

When compared to WT SSCs, a total of 211 differentially expressed genes (DEGs) with m^6^A modification were altered in *Mettl3*^KO^ SSCs, including 120 upregulated (e.g. *Ube2h*, *Cdk6*, *Fem1b*) and 91 downregulated (e.g. *Bglap*, *Mgp*, *Id2*) respectively, suggesting these genes might be regulated by Mettl3 in a m^6^A-dependent manner (Fig. 4A; Dataset EV1). Gene Ontology (GO) analysis showed that the downregulated m^6^A-tagged DEGs were specifically enriched in the biological processes including ossification, extracellular matrix organization, and cartilage development. 

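The direction of all m6A-tagged genes was tested as a set. The 1545 genes tagged in WT SSCs did not shift in libraries labelled Mettl3KO against WT (camera with a preset correlation of 0.01, p = 0.589). The WT SSC input libraries enter both the tagged call and this comparison, so the set was also taken as the 786 genes tagged in both WT pBCSP and WT BCSP, whose libraries are not compared. Of its 140 DEGs, 37 were higher and 103 lower, so 26.4% were higher against 51.1% of the other DEGs (odds ratio 0.343, two-sided Fisher's exact test, p = 1.34e-08, which treats genes as independent). Camera gave p = 0.00198 for this set, a call that did not hold under fry (p = 0.364) or with a correlation estimated from the data (p = 0.571). Among the lower tagged DEGs, 27.0% had a lower ratio of IP to input in the libraries labelled Mettl3KO, against 56.2% of all tagged genes. Itga9 (ENSMUSG00000039115.13, chromosome 9 of GRCm38 from 118606690 to 118901003), which Fig. 4A names, had a log2 fold change of −1.08 (standard error 0.45, adjusted p = 0.328 from edgeR). It was −1.53 to −0.67 with each library left out. The ontology terms of these genes were not analysed here. From the genes that were both tagged and changed, the paper proposes that Mettl3 regulates them in an m6A-dependent manner.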

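Bmpr1a (ENSMUSG00000021796.15, chromosome 14 of GRCm38 from 34410734 to 34503341), a receptor of bone morphogenetic proteins, had 25.7 ± 5.99 CPM (SD, n = 2) in WT SSC input libraries and 15.1 ± 1.39 (SD, n = 2) in those labelled Mettl3KO. Its log2 fold change was −0.78 (standard error 0.27, adjusted p = 0.264 from edgeR), and −0.99 to −0.51 with each library left out. The log2 ratio of IP to input of Bmpr1a was 1.25 and 0.79 in the WT replicates and 2.01 and 0.93 in those labelled Mettl3KO, a mean change of 0.45 that is within the spread between replicates. Bglap (ENSMUSG00000074483.2, chromosome 3 from 88383501 to 88384464) had counts of 790 and 771 in WT and 205 and 73 in libraries labelled Mettl3KO, a log2 fold change of −2.53 (standard error 0.50, adjusted p = 0.161 from edgeR, 2.24e-05 from DESeq2, and 7.03e-09 to 0.162 over the alternatives). The ratio for Bglap was 1.86 and 1.14 in WT and 2.35 and −1.37 in libraries labelled Mettl3KO, so its 2 replicates moved in opposite directions. Bglap has close paralogs, and the authors' counting could have split its reads among them.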

BMP signaling pathway related genes (e.g. *Bmpr1a* and *Bglap*) were also among these downregulated m^6^A-tagged DEGs. We confirmed that their mRNA and m^6^A levels were decreased after Mettl3 deletion in SSCs (Appendix Fig. S5A,B), suggesting that the BMP signaling pathway is regulated by RNA m^6^A modification in SSCs. 

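Among the 103 higher tagged DEGs, 80.6% had a lower ratio of IP to input in libraries labelled Mettl3KO. The input libraries enter both the ratio and the mRNA change, so a gene with more input counts has a lower ratio without any change of m6A. In 20 simulations of SSC libraries with no change of m6A or mRNA, 87.7% of the tagged DEGs with a lower ratio were higher (79.3% to 94.7%). In the data 83 of 114 were, a smaller share than in any simulation. The simulations gave a mean of 743 DEGs, against 2258 measured, so the shares are not directly comparable. Gsk3b (ENSMUSG00000022812.14, chromosome 16 of GRCm38 from 38089001 to 38246084), which Fig. 4A names, had 139 ± 17.6 CPM (SD, n = 2) in WT and 200.6 ± 8.84 (SD, n = 2) in libraries labelled Mettl3KO, with a log2 fold change of 0.53 (standard error 0.18, adjusted p = 0.258 from edgeR). Gdf11 (ENSMUSG00000025352.6, chromosome 10 from 128882295 to 128891718) rose from 6.34 ± 0.190 to 11.9 ± 1.55, with a log2 fold change of 0.90 (adjusted p = 0.279 from edgeR). The cell cycle genes that the paper assays by qRT-PCR were not tagged in SSC by edgeR apart from Cdk6. Among them, by edgeR, Ccne1 had a log2 fold change of 1.23 (adjusted p = 0.176, and 0.00860 with DESeq2, in a range of 0.00259 to 0.189 over the alternatives). By edgeR, Ccne2 had one of 1.07 (adjusted p = 0.208), Ccnd1 of 0.60 (adjusted p = 0.260) and Cdk4 of −0.27 (adjusted p = 0.600). With each library left out, the value was 0.89 to 1.52 for Ccne1 and 0.89 to 1.25 for Ccne2. It was 0.38 to 0.80 for Ccnd1, −0.46 to −0.09 for Cdk4 and 0.41 to 0.67 for Gsk3b.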

The upregulated m^6^A-tagged DEGs were related to regulation of mRNA metabolic process, cell growth, regulation of cell cycle checkpoint, and proteasome-mediated ubiquitin-dependent protein catabolic process (Fig. 4B).

**Figure 4:**
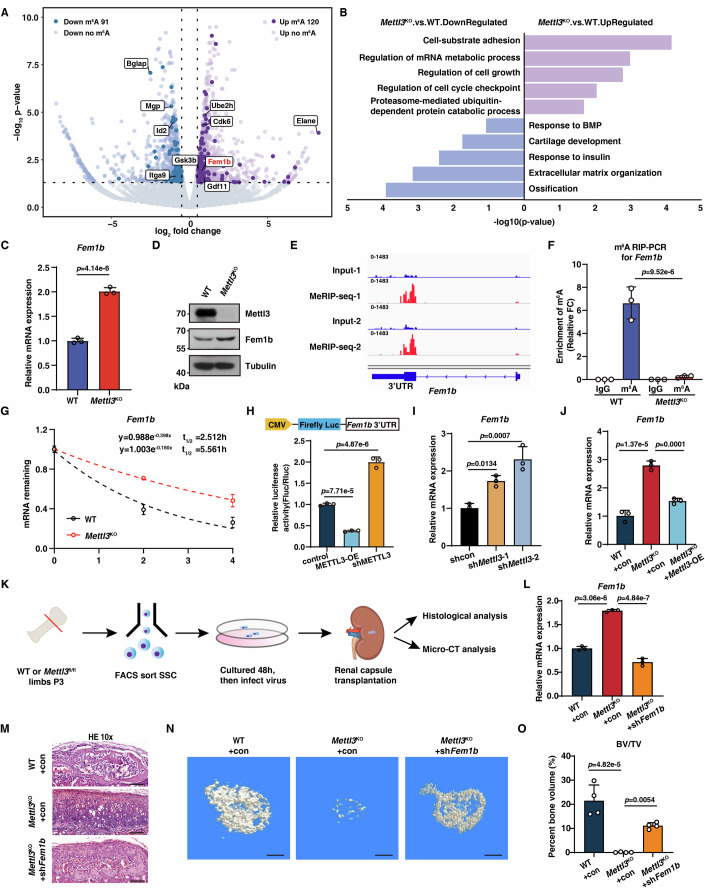
Mettl3 regulates Fem1b stability to maintain SSCs function. (**A**) Volcano plots of DEGs in *Mettl3*^KO^ compared with WT SSCs. m^6^A-tagged DEGs were highlighted with different colors. Negative Binomial Regression Analysis was used for data analysis. *n* = 2, *n* represents biological independent experiments. (**B**) GO analysis showing terms enriched in differential pathways for upregulated or downregulated m^6^A-tagged DEGs in *Mettl3*^KO^ SSCs compared with WT SSCs. Hypergeometric test was used for data analysis. (**C**) qRT-PCR analysis showing *Fem1b* mRNA expression in WT SSCs and *Mettl3*^KO^ SSCs. *n*  =  3, *n* represents biological independent experiments. (**D**) Western blot analysis showing Fem1b protein expression in WT SSCs and *Mettl3*^KO^ SSCs. (**E**) IGV tracks showing distribution m^6^A peaks of *Fem1b* transcripts in mesenchymal stem cells. (**F**) MeRIP-PCR analysis of m^6^A enrichment of mRNAs for *Fem1b* in WT SSCs and *Mettl3*^KO^ SSCs. *n*  =  3, *n* represents biological independent experiments. (**G**) *Fem1b* mRNA half-life of in WT SSCs and *Mettl3*^KO^ SSCs. *n*  =  3, *n* represents biological independent experiments. (**H**) Relative luciferase activity of FEM1B 3’UTR in HEK293T cells transfected with Control, METTL3-OE, shMETTL3. *n*  =  3, *n* represents biological independent experiments. (**I**) qRT-PCR analysis of the expression of *Fem1b* after knocking down Mettl3. *n*  =  3, *n* represents biological independent experiments. (**J**) qRT-PCR analysis of the expression of *Fem1b* after overexpressing Mettl3. *n*  =  3, *n* represents biological independent experiments. (**K**) Schematic diagram showing the renal capsule transplantation rescue Mettl3-deficient of SSCs in vivo. (**L**) qRT-PCR analysis of *Fem1b* mRNA expression in WT SSCs and *Mettl3*^KO^ SSCs transduced with shcontrol or sh*Fem1b*. *n*  =  3, *n* represents biological independent experiments. (**M**) H&E staining of tissue grafts following cell transplant beneath the renal capsule. The uncropped image was displayed in Appendix Fig. S5D. Scale bar, 100 μm. (**N**) Micro-CT analysis showing the three-dimensional reconstruction images of tissue grafts at 1 month. Scale bar, 200 μm. (**O**) Quantification measurements of BV/TV of tissue grafts by micro-CT, SSCs from WT mice and *Mettl3*^KO^ mice transduced with shcontrol or sh*Fem1b* (*n* = 4). Data information: The data in (**C**) was analyzed by unpaired two-tailed Student’s *t* test. The data in (**F**, **H**–**J**, **L**, **O**) were analyzed by one-way ANOVA with Dunnett’s multiple comparisons test. The error bars represent mean ± SD. Source data are available online for this figure.

Proteostasis adjusts protein composition and maintains protein integrity, and has emerged as fundamentally and preferentially important for stem cells (Llamas et al, 2020). Skeletal stem cells reside in an extremely nutrient-deficient niche, which requires adapting the anabolic and catabolic system, especially proteostasis, for proper cell fate determination. However, the demand-adapted regulatory circuits of SSCs remain unknown. Interestingly, we found that the upregulated m^6^A-tagged DEGs in *Mettl3*^KO^ SSCs were enriched in the proteasome-mediated ubiquitin-dependent protein catabolic process (Fig. 4B). Among these potential candidates (e.g. Fem1b, Ube2h), Fem1b is the substrate-recognition component of a Cul2-RING (CRL2) E3 ubiquitin-protein ligase complex. Thus, we focused on Fem1b, and found that Fem1b expression was obviously upregulated in *Mettl3*^*KO*^ SSCs (Fig. 4C,D). 

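Fem1b had counts of 1121 and 766 in the WT SSC input libraries and 1865 and 1389 in those labelled Mettl3KO. Its normalized CPM values were 30.0 ± 7.41 (SD, n = 2) and 50.1 ± 13.0 (SD, n = 2), with a log2 fold change of 0.73 (standard error 0.27, adjusted p = 0.281 from edgeR, 0.141 from DESeq2, and 0.100 to 0.274 over the alternatives). With each library left out in turn, the log2 fold change lay between 0.47 and 1.00. The log2 ratio of IP to input of Fem1b was 0.89 and 1.44 in the WT replicates and 0.65 and 0.97 in those labelled Mettl3KO, a mean change of −0.35 that is within the spread of the WT replicates. For Ube2h, a ubiquitin-conjugating enzyme, the ratio was 1.54 and 1.00 in WT and 0.74 and 1.20 in libraries labelled Mettl3KO, a mean change of −0.30. Counts per gene do not place a change of m6A within the transcript.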

By analyzing the publicly available MeRIP-seq data (Wu et al, 2018), we observed a significant m^6^A peak in the 3’UTR of Fem1b (Fig. 4E). Next, focusing on this 3’UTR region, we performed m^6^A RIP-PCR and found that m^6^A modification was significant enriched in this region, which was nearly abrogated in *Mettl3*^KO^ SSCs (Fig. 4F). Meanwhile, Mettl3 deletion increased *Fem1b* mRNA stability in SSCs (Fig. 4G), indicating that m^6^A modification promotes the decay of *Fem1b* mRNA. To further examine the effect of m^6^A modification on *Fem1b* mRNA stability, we selected this m^6^A-enriched *Fem1b* 3’UTR region ( ~ 450 bp) to construct the firefly luciferase reporter, and the m^6^A level of Fem1b 3’UTR in this reporter was significantly increased by Mettl3 overexpression, which validated the accuracy of this reporter (Fig. 4H; Appendix Fig. S5C). As expected, we found that Mettl3 overexpression reduced the luciferase activity; by contrast, knockdown of Mettl3 increased the luciferase activity (Fig. 4H). Similarly, we found that *Mettl3* knockdown by lentivirus infection markedly upregulated *Fem1b* mRNA level (Fig. 4I). The enhanced expression of Fem1b in *Mettl3*^KO^ SSCs was markedly rescued by restoration of Mettl3 (Fig. 4J). Thus, these data suggest that Mettl3 suppresses Fem1b expression in a m^6^A-dependent manner.

We further assessed whether Fem1b mediates the function of Mettl3 in SSC. We then knocked down Fem1b expression in *Mettl3*^KO^ SSCs, and performed the renal capsule transplantation and osteogenesis phenotype (Fig. 4K,L). As expected, we found that Fem1b knockdown partially rescued the impaired osteogenic differentiation ability of *Mettl3*^KO^ SSCs, as determined by the appearance of bone matrix and the increased calcified nodules (Fig. 4M; Appendix Fig. S5D–F). Meanwhile, μCT analysis also showed that Fem1b knockdown markedly rescued the in vivo bone formation ability of *Mettl3*^KO^ SSCs (Fig. 4N,O). This phenotype was in line with the increased expression of the osteogenic genes, such as *Col1a1*, *Alpl*, and *Ocn* (Appendix Fig. S5G). Together, these data demonstrate that Fem1b acts as a functional downstream target of Mettl3 in SSCs.

### Gli1 mediates the function of Mettl3 in maintaining the function of SSCs

The above findings prompted us to study how Fem1b regulates SSCs function. To identify the potential substrates of Fem1b, we expressed Flag-tagged Fem1b (Flag-Fem1b) in both 293T cells and skeletal cells, and performed liquid chromatograph-mass spectrometry (LC-MS) analysis (Appendix Fig. S6A). A total of 127 and 96 proteins in skeletal cells and 293T cells respectively were identified by LC-MS analysis. Integrating these two datasets, we identified 16 overlapped proteins (e.g. Col1a1, Gli1, Myh9, Pdik1l), which served as potential substrates of Fem1b in both skeletal cells and 293T (Appendix Fig. S6B). Interestingly, among these potential substrates, Gli1 was one of the top candidates (Appendix Fig. S6C). Gli1 acts as a transcriptional factor under the downstream of Hedgehog signaling, and is responsible for bone formation and fracture repair (Jeffery et al, 2022; Shi et al, 2017). Thus, we focused on Gli1 and conducted co-IP assay. As expected, we confirmed the interaction between Fem1b and Gli1 (Appendix Fig. S6D). Therefore, these data prompted us to focus on Gli1 as a downstream substrate of Fem1b. To be noted, we did not observe obvious m^6^A peak on the *Gli1* mRNA, and there was also no difference in the expression level of *Gli1* mRNA in SSCs from WT and *Mettl3*^KO^ mice (Appendix Fig. S6E,F), suggesting that Gli1 is not a direct m^6^A target. Intriguingly, we observed an obvious decrease of Gli1 protein in *Mettl3*^KO^ SSCs, which was rescued upon restoration of Fem1b (Fig. 5A). Previous evidence showed that Fem1b could interact with Gli1 and promote its ubiquitylation (Gilder et al, 2013). In here, we observed an obvious increase of the polyubiquitination level of Gli1 in *Mettl3*^KO^ SSCs (Fig. 5B). This increased ubiquitination accelerated Gli1 decay in *Mettl3*^*KO*^ SSCs, as showing by cycloheximide (CHX) chase assays (Fig. 5C). To further examine whether the ubiquitination of Gli1 is dependent on Fem1b, we knocked down Fem1b in SSCs, and found that Fem1b deletion decreased Gli1 ubiquitination accompanying with an increased expression of Gli1 protein (Appendix Fig. S6G,H). We also assessed whether Fem1b depletion reverses the increased ubiquitination and degradation of Gli1 in *Mettl3*^KO^ cells. As expected, the ubiquitination level and degradation of Gli1 was obviously reversed in *Mettl3*^KO^ cells upon Fem1b loss (Appendix Fig. S6I,J). Together, these results reveal an epitranscriptomic program that promotes GLI1 protein stability via METTL3-FEM1B axis in SSCs.

**Figure 5:**
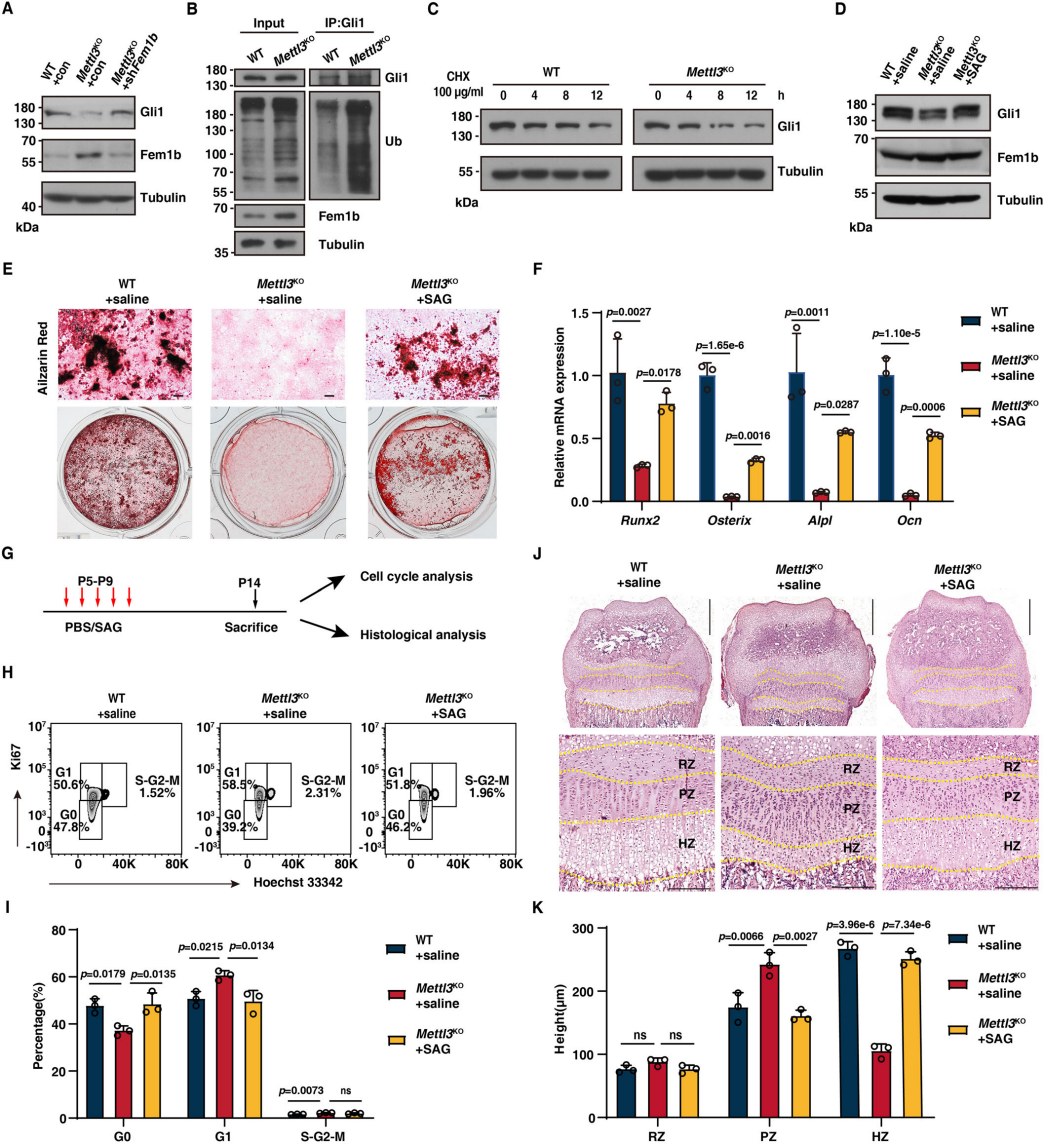
Gli1 mediates function of Mettl3 in maintaining the function of SSCs. (**A**) Western blot assay showing Fem1b and Gli1 expression in WT SSCs and *Mettl3*^KO^ SSCs transduced with shcontrol or sh*Fem1b*. Actin served as the loading control. (**B**) WT SSCs and *Mettl3*^KO^ SSCs were harvested for endogenous ubiquitination assays. Cell lysates were immunoprecipitated with Anti-Gli1 antibody and then analyzed by immunoblotting using the indicated antibodies. (**C**) WT SSCs and *Mettl3*^KO^ SSCs were treated with 100 μg/mL CHX and harvested at the indicated time followed by Western blotting analysis. (**D**) Western blot assay showing rescue of Gli1 expression in WT SSCs and *Mettl3*^KO^ SSCs treated with saline or SAG. (**E**) Alizarin red staining of osteogenic differentiation for 21 d of WT SSCs and *Mettl3*^KO^ SSCs treated with saline or SAG. Representative images are shown (*n* = 3 per genotype). Scale bar, 200 μm. (**F**) qRT-PCR analysis of mRNA expression levels of osteogenic genes in WT SSCs and *Mettl3*^KO^ SSCs treated with saline or SAG. *n*  =  3, *n* represents biological independent experiments. (**G**) Experimental scheme for SAG injection assay to analyze the functional rescue in vivo. (**H**) Flow cytometry analysis of cell cycle phase of SSCs from WT mice and *Mettl3*^KO^ mice administrated with or without SAG (*n* = 3). (**I**) Quantification of each cell cycle phase of SSCs from WT mice and *Mettl3*^KO^ mice administrated with or without SAG (*n* = 3). (**J**) H&E staining of growth plates in WT mice and *Mettl3*^KO^ mice administrated with or without SAG. Scale bars, upper is 500 μm, lower is 200 μm. (**K**) Quantification of the height of RZ, PZ, and HZ of growth plates in WT mice and *Mettl3*^KO^ mice administrated with or without SAG (*n* = 3). Data information: The data in (**F**, **I**, **K**) was analyzed by one-way ANOVA with Dunnett’s multiple comparisons test. The error bars represent mean ± SD; ns, no significance. Source data are available online for this figure.

Next, we assessed whether Gli1 mediates the function of Mettl3 in SSCs. We first overexpressed Gli1 in *Mettl3*^KO^ SSCs and performed osteogenesis in vitro. We found that Gli1 overexpression rescued the defective osteogenic differentiation ability of *Mettl3*^KO^ SSCs (Appendix Fig. S6K,L). Next, we applied an agonist, SAG, to activate the Hedgehog pathway. As expected, SAG treatment increased *Gli1* transcription in a dose-dependent manner but not *Fem1b* expression (Appendix Fig. S6M,N). Interestingly, SAG treatment partially rescued osteogenesis capability of *Mettl3*^KO^ SSCs in vitro, and also reversed the expression of osteogenic genes (e.g. *Runx2*, *Osteorix, Alpl, Ocn*) (Fig. 5D–F). Moreover, we treated WT and *Mettl3*^KO^ mice at the neonatal stage with SAG. Cell cycle analysis showed that SAG treatment partially restored the quiescent state of SSCs quiescent (Fig. 5G–I). Meanwhile, histological analysis also showed that injection of SAG restored the PZ and HZ zone in the growth plate of *Mettl3*^KO^ mice to the similar level of WT mice (Fig. 5J,K). Together, our data indicate that Gli1 mediates the function of Mettl3 in maintaining the function of SSCs.

## Discussion

Understanding the regulatory network of skeletal hierarchy is a fundamental scientific question in the field. Here, we portrait a comprehensive m^6^A landscape along the developmental trajectory of skeletal stem progenitors, and uncover a new epitranscriptomic program, METTL3-FEM1B-GLI1 axis, that controls skeletal stem cell quiescence and potency. These findings provide a key insight into the development of skeletal system, and also establish a foundation for exploring the molecular mechanisms of bone pathophysiology.

To our knowledge, we depicted the first m^6^A landscape of the skeletal hierarchy. Bone development is regulated by various signaling pathways, and recent studies have unveiled the roles of some epitranscriptomic mechanisms in skeletal differentiation and specific cell lineage development (Gu et al, 2024; Wu et al, 2018; Yao et al, 2019). In here, this study establishes a direct insight across the skeletal system. Surprisingly, we found that skeletal stem progenitors have higher m^6^A levels that those in the downstream populations, and uncovered a complicated and highly dynamic correlation between m^6^A and mRNA levels across the skeletal hierarchy. It should be noted that SSCs is defined using the immunophenotype markers as previous study (Chan et al, 2015; Liang et al, 2024). Although we cannot exclude the contamination of other osteolineage cells in SSC population, we do not believe this issue could affect the whole m^6^A landscape of the skeletal hierarchy we observed. m^6^A modification plays a decisive role in cell identity transformation. For instance, accumulating studies indicate Mettl3 plays important roles in the regulation of mesenchymal stem cell (MSC) fate, dental pulp stem cells (DPSCs) differentiation, and hematopoietic stem cell (HSC) homeostasis and niche generation (Cai et al, 2021; Gao et al, 2024; Wu et al, 2018; Yin et al, 2021). However, the relationship between epigenetic regulation and maintenance of SSC function remains unclear. Here, we elucidated the function of Mettl3 in early bone development and the molecular mechanism of Mettl3 in maintaining the stemness of SSC. It is also notable that deletion of Mettl3 in different populations and stages of osteoblasts cells mediated by different Cre system (e.g. *Prx1-Cre, Ocn-Cre, Lepr-Cre*) could cause distinct but overlapping phenotypes in bone (Gao et al, 2024; Wu et al, 2018). In addition, previous fate-mapping studies showed that cells expressing *Col2-cre* recombinase contribute to multiple cell types including chondrocytes, perichondrial precursors, osteoblasts, and stromal cells in the skeletal system (Ono et al, 2014). Thus, it is reasonable that Mettl3 deletion in these different cells may result in compensatory phenotypes. This might explain our observation that the bone cortical thickness did not change upon Mettl3 deficiency. Overall, combining with these works, our study further reflects the high dynamics of epitranscriptomic programs in regulating skeletal development and cell fate determination.

Our study reveals a novel mechanism for controlling proteostasis of SSCs. Increasing evidence demonstrate that protein homeostasis is essential for stem cell maintenance, and disruption of proteostasis normally impairs stem cell self-renewal and is associated with cancer predisposition syndromes, degenerative disorders and age-related pathologies in vivo (Chua et al, 2023; Lv et al, 2021; Vilchez et al, 2014). Given the hypoxic, and extremely nutrient-deficient microenvironment that skeletal stem cells locate, it requires SSCs to adapt the anabolic and catabolic system to meet its demand for proper cell fate maintenance. Intriguingly, we found that Mettl3-mediated m^6^A modification regulates *Fem1b* mRNA stability, the key substrate-recognition subunit of CRL2 E3 ubiquitin-protein ligase complex, which subsequently influences proteostasis of SSCs. As exemplified, Gli1 is one of the Fem1b substrates in SSCs. Gli1 is also an important transcriptional regulator downstream of Hedgehog pathway, contributing to regulate bone development (Hu et al, 2023). Given that Gli1 is relatively widely expressed in different skeletal cell types, it is unknow whether other types of skeletal cells contribute to SSC maintenance which need to be investigated in the future. Our work establishes the link between epitranscriptome and proteostasis that is mediated by Mettl3-Fem1b axis, and unveils a regulatory mechanism of how SSCs maintain its proteostasis.

In summary, this study establishes a previously unexplored landscape of m^6^A modification, and uncovers a crucial role of the epitranscriptomic program in maintaining SSCs quiescence and potency by regulating proteostasis via Mettl3-Fem1b-Gli1 axis. This study sheds a keen light on bone development.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
HEK293T	ATCC	Cat#CRL-3216
Mouse: *Mettl3*^fl/fl^	Biocytogen	N/A
Mouse: Col2-cre	Biocytogen	N/A
Mouse: C57BL/6J	Jackson Laboratory	Cat#000664
**Recombinant DNA**		
pLKO.1	Addgene	Cat#8453
pLKO.1-sh*Mettl3*	This study	N/A
pMIR-REPORT	ThermoFisher	Cat#AM5795
pMIR-REPORT-*FEM1B*	This study	N/A
MSCV-KD-G2P	This study	N/A
MSCV-*Mettl3*-G2P	This study	N/A
MSCVnm-Puro-IRES-GFP-Intron	This study	N/A
MSCVnm-sh*Fem1b*-G2P	This study	N/A
**Antibodies**		
m^6^A	Abcam	Cat#ab151230
METTL3	Proteintech	Cat#15073-1-AP
FEM1B	Proteintech	Cat#11030-1-AP
GLI1	Proteintech	Cat#66905-1-Ig
Ub	Cell Signaling Technology	Cat#3936s
Tubulin	Abcam	Cat#ab6160
IgG	Proteintech	Cat#B900610
Biotin anti-mouse CD45	Biolegend	Cat#103104
Biotin anti-mouse TER-119	Biolegend	Cat#116204
Biotin anti-mouse CD202b (Tie-2)	Biolegend	Cat#124006
PerCP/Cyanin5.5 Streptavidin	Biolegend	Cat#405214
Anti-mouse CD51-PE	Biolegend	Cat#104106
Anti-mouse 6C3-PE-Cy7	Biolegend	Cat#108314
Anti-mouse Thy1.1-APC-Cy7	Biolegend	Cat#202520
Anti-mouse Thy1.2-APC-Cy7	Biolegend	Cat#105328
Anti-mouse CD105-FITC	Biolegend	Cat#120406
Anti-mouse CD200-APC	Biolegend	Cat#123809
Anti-mouse Ki67-PE-CF594	Biolegend	Cat#652427
Hoechst 33342	ThermoFisher	Cat#H3570
7AAD	Stem Cell	Cat#75001
**Oligonucleotides and other sequence-based reagents**		
Primers for RT-PCR, see Appendix Table S1	This study	N/A
Primers for mouse genotyping, see Appendix Table S1	This study	N/A
Primers for shRNA, see Appendix Table S1	This study	N/A
Fem1b 3’UTR sequence for luciferase assay	This study	N/A
**Chemicals, enzymes and other reagents**		
Polybrene	Sigma-Aldrich	Cat#H9268
Actinomycin D	Sigma-Aldrich	Cat#A9415
Cycloheximide(CHX)	MCE	Cat#HY-12320
Smoothened Agonist(SAG)	Selleck	Cat#S7779
Collagenase	Sigma-Aldrich	Cat#6885
Protein-A beads	ThermoFisher	Cat#10002D
Library Preparation VATHS mRNA Capture Beads	Vazyme	Cat#N401-01
TruSeq Stranded mRNA Library Prep Kit	Illumine	Cat#RS-122-2101
Pure Beads Kit	KAPA	Cat#KK8002
KAPA Hifi HS RM	KAPA	Cat#KK2602
ReverTra Ace qPCR RT Kit	TOYOBO	Cat#FSQ-101
Dual-Luciferase Reporter Assay System	Promega	Cat#1980
Hematoxylin and Eosin Staining Kit	Beyotime	Cat#C0105S
Safranin O- fast green cartilage staining kit	Solarbio	Cat#G1371
Alcian Blue Cartilage Stain solution	Servicebio	Cat#G1027
Alizarin red S	Sigma-Aldrich	Cat#A5533
**Software**		
GraphPad Prism 8	GraphPad Software	https://www.graphpad.com/
FlowJo software (version 10.8.1)	FlowJo	https://www.flowjo.com/
**Other**		
RNA-seq	This study	GEO: GSE284224
SLIM-seq	This study	GEO: GSE284224

### Mice

C57BL/6J (CD45.2) background *Mettl3* mice and *Col2a1-Cre* mice were obtained from Biocytogen, China. *Mettl3*^*fl/fl*^ mice were crossed with *Col2a1-Cre* mice. Mouse femurs samples on postnatal day (P) 3 were collected from at least three or more independent litters regardless of sex, while femurs samples on P14 and 1 month and 3 month were collected from male mice. Randomization was performed among mice of the same genotype. All mice were bred and maintained in Animal Center of Medical Research Institute at Wuhan University. All animal experiments were performed according to the protocols approved by the Animal Care and Use Committee of the Medical Research Institute, Wuhan University (201806).

### Histological analysis

The bone tissues were dissected, fixed in 4% paraformaldehyde (PFA) at a sufficient volume for 24 h at 4 °C. Samples were decalcified in 10% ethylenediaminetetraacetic acid (EDTA) for 14 d on a shaker at room temperature. Then, the tissues were dehydrated, embedded in paraffin and sectioned at 5 μm for hematoxylin and eosin (H&E), Safranin O (Safo) and fast green staining, and immunohistochemistry. For H&E staining, the sections were stained with hematoxylin for 10 s, running water for 1 min, eosin for 10 s and running water for 1 min. For Safo and fast green staining, the sections were stained with 0.2% fast green for 5 min, washed, stained with 0.1% Safranin O, and washed with 1% glacial acetic acid. Finally, slides were mounted in neutral mounting medium.

### Micro-computed tomography (micro-CT)

Mouse femurs of male mice at 1 month and 3 month were harvested, fixed overnight in 4% paraformaldehyde, and scanned using the Scanco 50 micro-CT system (Switzerland). Projection data were reconstructed using the NRecon software and the data were analyzed using the CT Analyzer software. The specimens were scanned at the shooting parameters (resolution of 10 μm, a voltage of 50 kV, and a 0.5-mm aluminum filter). Trabecular bone data were manually set at 200 layers below the growth plate at a region of interest (ROI), for quantification using BV/TV, BS/TV, Tb.N, and Tb.Sp.

### Immunohistochemical staining

Paraffin sections of mouse femurs were de-waxed and rehydrated with graded alcohol. Then antigen repair was performed with pepsin for 30 min at 37 °C. Peroxidase blocking with 3% H_2_O_2_ for 25 min at room temperature and goat serum blocking for 30 min at 37 °C was performed. A primary antibody was added and incubated overnight at 4 °C. The secondary antibody (anti-mouse or anti-rabbit) was added and incubated for 1 h at 37 °C. Washing with PBS after incubation at each step. The sections were treated with horseradish peroxidase for 40 min at 37 °C and stained with DAB under microscope observation.

### Mice treated with Hedgehog agonist

For the Hedgehog agonist experiment in vivo, WT mice and *Mettl3*^KO^ mice on P5 were randomly divided into three groups: WT-saline group, *Mettl3*^KO^-saline group and *Mettl3*^KO^-SAG group. Smoothened Agonist (SAG) (25 mg/kg, Selleck, USA) was dissolved in saline. Saline or SAG were administered intraperitoneally beginning on P5 and continuing for 5 days. The femurs of the P14 mice were then used for histological and cell cycle analysis.

### Isolation and sorting SSCs of primary murine

Isolation and identification of mouse SSCs were performed according to methods published in previous studies with reasonable minor modifications (Chan et al, 2015; Gulati et al, 2018). In brief, lower limbs were collected from mice (regardless of sex) on P3, and metaphyses lacking the bone marrow and periosteum were dissociated. Tissue fragments, including the growth plates, were mechanically digested and then digested with 0.2% collagenase digestion solution for 1 h at 37 °C under shaking at 220 rpm. The cell suspension was filtered through 100-μm nylon mesh and then precipitated for 5 min to wipe off collagen fiber.

The cell suspension was collected for staining with antibodies against CD45-biotin (103104, BioLegend, USA), Ter119-biotin (116204, BioLegend), and Tie2-biotin (124006, BioLegend) for 20 min on ice and washed with PBS; then stained with fluorochrome-conjugated antibodies of PerCP/Cyanine5.5 Streptavidin (405214, BioLegend), CD51-PE (104106, BioLegend), Thy1.1-APC/Cyanine7 (202520, BioLegend), Thy1.2-APC/Cyanine7 (105328, BioLegend), 6C3-PE/Cyanine7 (108314, BioLegend), CD105-FITC (120406, BioLegend), and CD200-APC (123809, BioLegend) for 20 min on ice. The viability dye 7-amino actinomycin D (7-AAD, 75001, StemCell Technologies, USA) was used to exclude dead cells. Gates were selected as determined by internal fluorescence-minusone controls to separate positively and negatively stained cell populations according to a previously published method (Chan et al, 2018). The cells were sorted by BD FACSAria III, USA. Obtained raw data were further analyzed using the FlowJo software (v.10.1). Freshly sorted SSCs, pBCSP, BCSP and the other subgroups were subjected to populational and functional assays or RNA-seq and SLIM-seq analyses.

### Cell cycle

To determine cell cycle distribution and quiescence of SSCs, digested cells were cultured with Hoechst 33342 (Life Technologies) for 90 min at 37 °C and then stained as described previously. The cells were then fixed with Paraformaldehyde and stained with PE-CF594-anti-Ki67 in PermWash solution for 30 min at 4 °C. Cells were washed once and resuspended in PermWash solution and analyzed by flow cytometry. Data was analyzed using FlowJo software.

### EdU labeling assay

EdU dissolved in PBS was administered to pups twice, at 6 and 3 h before euthanization at the indicated postnatal days (50 µg for P3 per injection). *n* = 3 mice at each time point. Staining of EdU was performed using a EdU cell proliferation assay kit based on the click chemistry technology according to the manufacture’s instruction.

### Culture and functional assays of SSCs

Sorted SSCs were plated in culture plates coated with 0.1% (w/v) gelatin (G9391, Sigma, USA) for 1 h at room temperature before using. SSCs were cultured in α-MEM (Gibco, USA) with 10% fetal bovine serum (FBS) and 1% penicillin-streptomycin in hypoxia workstation (1% O_2_ and 5% CO_2_, Ruskinn Invivo2 400, UK). For colony-forming assay, 500 cells were plated in six-well plates and cultured for 14 days. Cell clones were stained with 0.1% crystal violet. For osteogenic differentiation, 1000 cells were plated in 24-well plate. After reaching confluency, osteogenic medium (containing 10 mmol/L β-glycerophosphate, 50 μg/mL ascorbic acid, and 10 nmol/L dexamethasone) were added for 21 days. The cells were fixed in 4% PFA for 10 min and stained with 0.2% alizarin red (A5533, Sigma) for 1 min. For chondrogenic differentiation, 20,000 cells were plated in high density or 1000 cells were plated in 24-well plate. The expanded cells were cultured in chondrogenic medium (containing sodium pyruvate, insulin, transferrin, sodium selenite, TGF-β, ascorbic acid, proline, and dexamethasone) for 21 days. The cells were fixed in 4% PFA for 10 min, acidized with 0.1 N HCl for 1 min, and stained with alcian blue (G1027, Servicebio, China) for 10 min. Percentages of positively stained areas were analyzed using the ImageJ software. For functional rescue assay, sorted SSCs were treated with 0.1 μmol SAG and simultaneously induced differentiation.

### Renal capsule transplantation

The renal capsule transplantation assay was performed as described (Chan et al, 2015). Briefly, sorted SSCs were sorted, resuspended in α-MEM (including 10% FBS) and pelleted, and then implanted underneath the renal capsule of 8–12-week-old immunodeficient NSG mice. Implanted cells developed into a graft after 4 weeks. The grafts were surgically removed for analysis.

### Plasmid construction and lentivirus transfection

Lentivirus pLKO.1 and retrovirus MSCV were used. For knockdown, the short hairpin RNAs (shRNA) of Mettl3 and Fem1b were cloned into pLKO.1-vector according to instructions. For overexpression experiment, mouse Gli1 and Mettl3 gene was amplified from cDNA obtained from SSCs and cloned into the MSCV vector. Lentivirus and retrovirus were produced by HEK293T cells transfected using calcium phosphate with virus packaging constructs pSPAX2 and pMD2.G or pCL-Eco. Viral supernatants were collected at 48 and 72 h after transfection, and filtered using a 0.45 μm low-protein binding membrane (Millipore, USA). The SSCs were infected with the specific virus in the presence of 8 μg/mL polybrene. Media were changed at 12 h after infection, and antibiotics (2 μg/mL puromycin) were added at 48 h after transfection if selection needed.

### RNA decay assay

Sorted SSCs were plated in 24-well plates and then treated with actinomycin D at a final concentration of 5 mg/mL for indicated time and collected. Total RNA was extracted by TRIzol and analyzed by RT-PCR. Gapdh was used as endogenous control. The half-life of mRNA was estimated according to previous study. The rate of disappearance of mRNA concentration at a given time (dC/dt) is proportional to both the rate constant for decay (K_decay_) and the cytoplasmic concentration of the mRNA (C). This relation is described by the following equation: dC/dt = −K_decay_C. The mRNA degradation rate K_decay_ was estimated by: ln(C/C_0_) = − K_decay_t. To determine the half-life (t_1/2_), this means 50% of the mRNA is decayed (C/C_0_ = 1/2). Substituted to the above equation got the following equation: ln (1/2) = − K_decay_ t_1/2_. from where: t_1/2_ = ln2/K_decay_.

### Quantitative qRT-PCR

Total RNA from SSCs and other target cells was extracted using TRIzol reagent (TAKARA) and RNA quality was assessed using NanoDrop 2000 (ThermoFisher Scientific). The ReverTraAce^TM^ qPCR RT Kit (TOYOBO, Japan) was used to synthesize cDNA. The levels of target mRNAs were measured by SYBR Green mix using the CFX Opus 384 Real-Time PCR System (Bio-Rad, USA). Data were calculated using the 2^-△△Ct^ method and normalized with Gapdh and Actb. Primer sequences are listed in Appendix Table S1.

### MeRIP qRT–PCR

Methylated RNA immunoprecipitation (MeRIP)-qPCR was described as previous study (Yin et al, 2021). Quantification of mRNA from the MeRIP was carried out via 2^-△△Ct^ analysis against non-immunoprecipitated input RNA. All primer sequences can be found in Appendix Table S1.

### Western blot

The cell lysates or pull-downed proteins were separated by SDS-PAGE and transferred onto a polyvinylidene difluoride membrane. The membrane was blocked with 5% nonfat milk for 30 min at room temperature and incubated with the specified antibodies at 4 °C overnight. Membranes were subsequently incubated with HRP-conjugated secondary antibodies (Cell Signaling Technology) at room temperature for 1 h. The signals were detected by the luminescent image analyzer LAS-4000 mini (Fujifilm).

### Mass spectrometry

Flag-tagged Fem1b stably expressed in skeletal cells and HEK293T cells were harvested and lysed with IP buffer. After brief sonication, the lysates were centrifuged at 12,000 rpm for 10 min at 4 °C. The supernatants were immunoprecipitated with anti-Flag affinity gel and boiled in sample buffer. Eluted proteins were resolved by SDS-PAGE and visualized by Coomassie brilliant blue staining. Proteins in gels were then digested with trypsin in 50 mM ammonium bicarbonate at 37 °C overnight. After treatment with 5 mM DTT and 11 mM iodoacetamide, the resulting peptides were separated by silica capillary column and elute data at a flow rate of 0.3 μL/min with the UltiMate 3000 HPLC system (ThermoFisher Scientific) coupled with the Q Exactive mass spectrometer (ThermoFisher Scientific), which was set in the data-dependent acquisition mode using Xcalibur 2.2 software (ThermoFisher Scientific).

### m^6^A dot plot

Total RNA was extracted from sorted cells. RNA samples were quantified by nanodrop and UV crosslinked to the Amersham Hybond-N + membrane (GE Healthcare, Cat#RPN203B), then RNA-bound membrane was blocked with 5% nonfat dry milk in PBS for 1 h at room temperature and incubated with a specific anti-m^6^A antibody (Abcam, Cat#ab151230) overnight at 4 °C. HRP-conjugated secondary antibodies were added to the blots for 1 h at room temperature, and then the membrane was developed with enhanced chemiluminescence (Bio-Rad).

### SLIM-seq

For SLIM-seq (Yin et al, 2021), SSCs and other targets cells were sorted into TRIzol reagent (Takara) to extract RNA. m^6^A antibody (ab15320, Abcam) and Protein A beads (ThermoFisher Scientific) were preincubated at 4 °C for 2 h. Then 100 ng total RNA per sample was incubated with the beads complex at 4 °C for another 2 h. Beads were washed twice with 200 μL IP buffer, twice with 200 μL low-salt buffer, twice with 200 μL high-salt buffer and once with 200 μL IP buffer. Captured RNA was eluted by heating beads for 2 min at 94 °C in 10 μL DEPC H_2_O. The library was prepared using our customized protocol based on Smart-seq2. The input RNA and eluted RNA were reverse transcribed, pre-amplified and purified. Pre-amplified cDNA was fragmented by Tn5 enzyme to around 300 bp, followed by library generation using TruePrep® DNA Library Prep Kit V2 for Illumina Kit (Vazyme, TD501) and were pair-end sequenced on Illumina HiSeq X Ten sequencing platform.

### RNA-seq data analysis

Raw sequencing data processed by fastp (v. 0.20.1) for removing adapters and low-quality base pairs. Reads were aligned with HISAT2 (v. 2.2.1) to GRCm38 reference genome. Read counts were generated by featureCounts (v.2.0.1). Deseq2 (v1.36.0) was employed for data normalization and differential expression analysis of RNA-seq counts. Pathway analysis using GSEA (Gene Set Enrichment Analysis) software as used to identify functions of all differentially expressed genes. GO (Gene Ontology) and KEGG (Kyoto Encyclopedia of Genes and Genomes) analysis as used to identify functions of all differentially expressed genes (log_2_ fold change >0.5 and *P* < 0.05).

### SLIMseq data analysis

All input and IP samples’ raw sequencing data were preprocessed using fastp (v. 0.20.1), aligned with HISAT2 (v. 2.2.1) to GRCm38 reference genome, and generated read counts by featureCounts (v.2.0.1). For calculating the relative m^6^A level for each gene, we used the DESeq2 to compare the read counts of genes between IP samples and input samples on a transcriptome-wide scale. Based on the adjusted fold change (Wald statistic, fourth column of output of DESeq2) of each gene from the output of DESeq2, we further calculated the Z-score of adjusted fold change in each cell type, and this Z-score represents the relative m^6^A level. We identified high-confidence m^6^A-tagged mRNAs by setting up the cutoff line based on log_2_(fold change) >1 and *P* value <0.05.

### Statistical analysis

Statistical analyses were performed using GraphPad Prism 10.0 software. Statistical significance was determined by unpaired two-sided Student’s *t* test, and one-way ANOVA. The sample sizes are stated in the figure legends to indicate biologically independent replicates used for statistical analyses. The *P* values were labeled in the figures, and ns indicates no significance.

## Supplementary information

Appendix

Peer Review File

Dataset EV1

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

## Data Availability

All RNA-seq data and SLIM-seq data reported in this paper is deposited in the public database GEO under the accession number GSE284224. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-025-00399-z.

# Supplementary material for: An epitranscriptomic program maintains skeletal stem cell quiescence via a METTL3-FEM1B-GLI1 axis
**Source:** EMBO J. 2025 Feb 27;44(8):2263–78. doi: 10.1038/s44318-025-00399-z
**Supplement:** Supplementary file 1 — Appendix

## **Appendix**

### **An epitranscriptomic program maintains skeletal stem cell quiescence via a METTL3-FEM1B-GLI1 axis**

Jing Wang, Weidong Liu, Tiantian Zhang, Manman Cui, Kexin Gao, Pengbo Lu, Shuxin Yao, Ziyao Cao, Yanbing Zheng, Wen Tian, Yan Li, Rong Yin, Jin Hu, Guoqiang Han, Jianfei Liang, Fuling Zhou, Jihua Chai, Haojian Zhang

#### **Table of Contents**

**Appendix Figure S1.** Comprehensive m<sup>6</sup>A landscape across skeletal hierarchy (pages 2-3).

**Appendix Figure S2.** Mettl3 deficiency causes bone dysplasia (pages 4-5).

**Appendix Figure S3.** Loss of Mettl3 impairs the quiescence of SSCs (pages 6).

**Appendix Figure S4.** Loss of Mettl3 impairs the multipotency of SSCs (pages 7-8).

**Appendix Figure S5.** Mettl3 regulates Fem1b stability to maintain SSCs function (pages 9).

**Appendix Figure S6.** Gli1 mediates the function of Mettl3 in maintaining the function of SSCs (pages 10-11).

**Appendix Table S1.** List of Primer sequences (Related to Reagents and Tools Table) (pages 12-13).

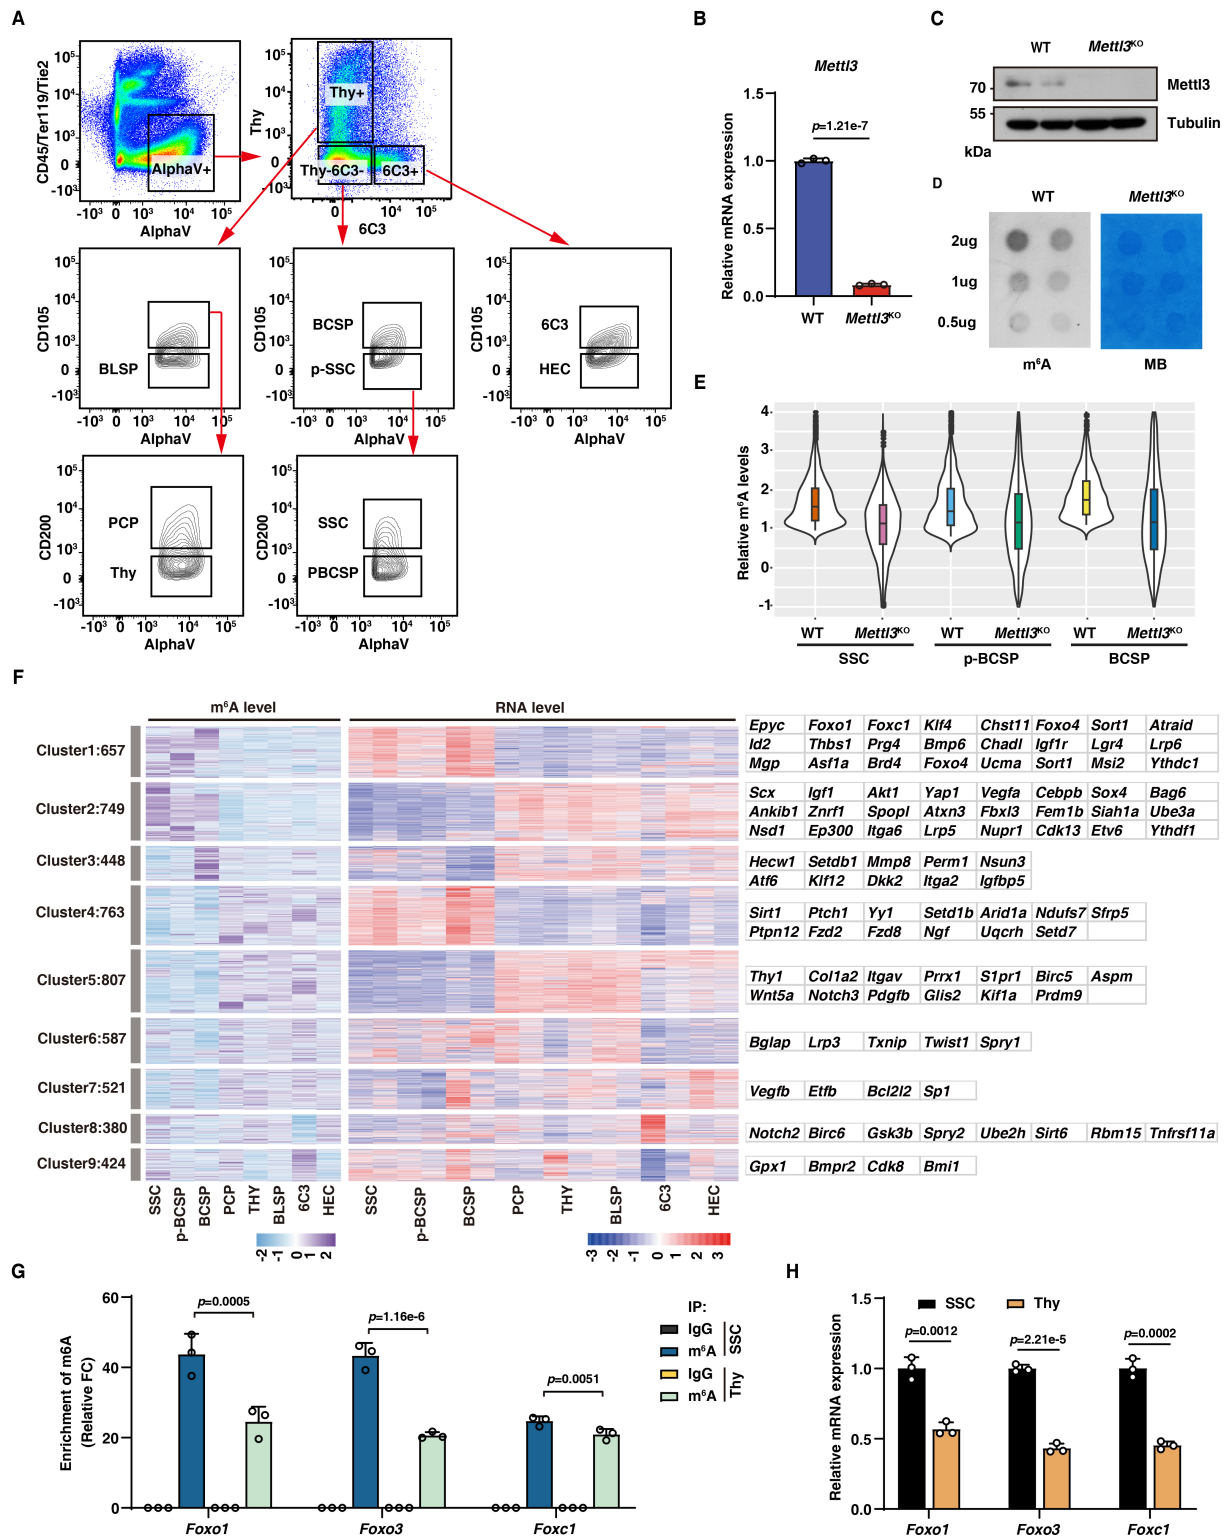

## Appendix Figure S1. Comprehensive m<sup>6</sup>A landscape across skeletal hierarchy.

- A. Schematic diagram of gating strategy of mouse skeletal stem cells.
- B. qRT-PCR analysis showing knockout efficiency of *Mettl3* deletion. n = 3, n represents biological independent experiments.
- C. Western blot assay showing *Mettl3* expression in SSCs from WT mice and *Mettl3*<sup>KO</sup> mice. Tubulin served as the loading control.
- D. The m<sup>6</sup>A dot blot showing m<sup>6</sup>A level of total RNA of stem-progenitors from WT mice and *Mettl3*<sup>KO</sup> mice upon *Mettl3* loss. MB, methylene blue staining (as loading control).

- E. Violin plots showing decreased m<sup>6</sup>A levels of SSCs, P-BCSP, BCSP upon Mettl3 loss. n = 2, n represents biological independent experiments. Data were presented as box-and-whisker plots (medians with interquartile range, and the whiskers extend to the smallest and largest data points within 1.5 times the IQR).
- F. Comprehensive correlation and GO enrichment analysis of m<sup>6</sup>A and RNA levels in different populations. Heatmap showing 5327 m<sup>6</sup>A-tagged targets clustered with K-mean(K=9), and clusters (C1-C9) were shown. Left is m<sup>6</sup>A and mRNA expression levels, right is important lineage-specific genes.
- G. MeRIP-PCR showing m<sup>6</sup>A levels of indicated master regulators in SSCs and the Thy-subtype.
- H. RT-qPCR showing mRNA levels of indicated master regulators in SSCs and the Thy-subtype.

Data information: The data in B, H was analyzed by unpaired two-tailed student's t-test. The data in G were analyzed by one-way ANOVA with Dunnett's multiple comparisons test. The error bars represent mean  $\pm$  S.D.

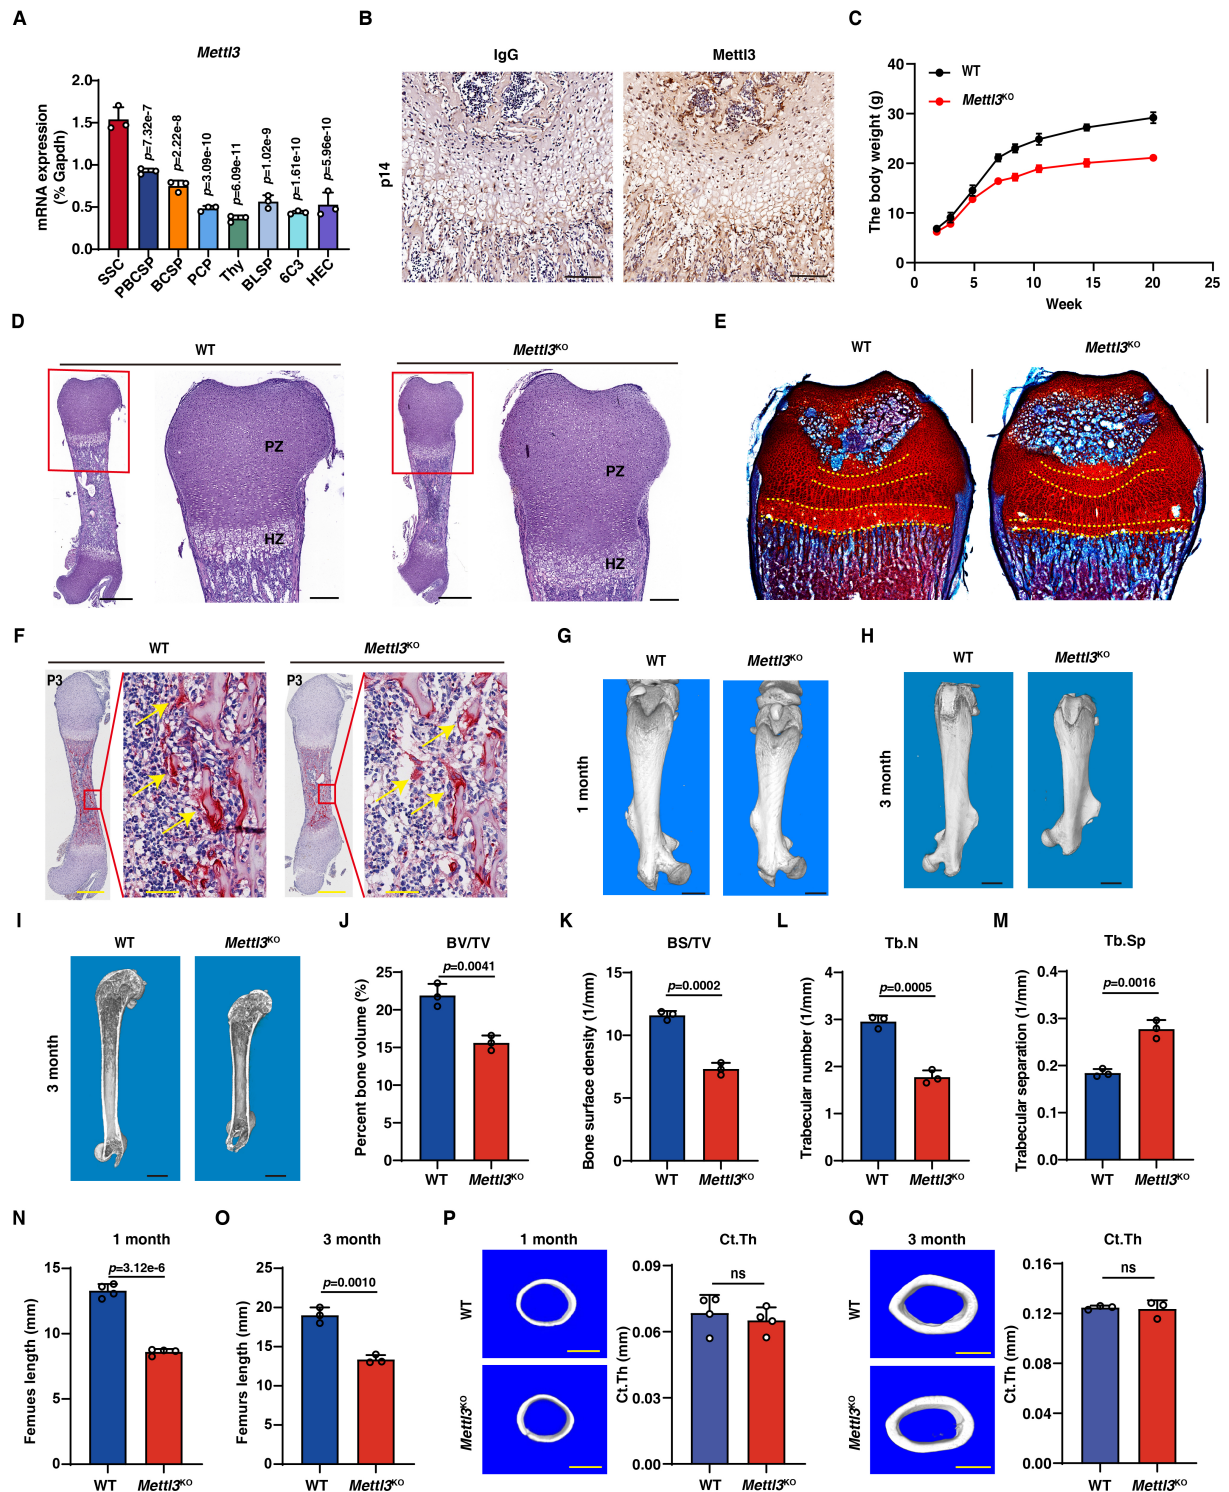

## Appendix Figure S2. *Mettl3* deficiency causes bone dysplasia.

- Expression levels of *Mettl3* in the indicated stem and progenitor cells. *Gapdh* was used as an internal control.  $n = 3$ ,  $n$  represents biological independent experiments.
- Immunohistochemistry analysis of *Mettl3* expression in the growth plate of femurs at P14. Scale bars, 100  $\mu$ m.
- Quantification of body weight of WT mice and *Mettl3*<sup>KO</sup> mice at different ages.  $n = 5$ .
- H&E staining showing the height of growth plates in femurs at P3. Scale bars, the left is 500  $\mu$ m, the right is 200  $\mu$ m.

- E. Safranin O-fast green staining showing the cartilage area in femurs at P14. Scale bars, 500  $\mu$ m.
- F. TRAP staining of femurs sections at P3. Arrowheads, osteoclast. Scale bars, the left is 500  $\mu$ m, the right is 50  $\mu$ m.
- G. Micro-CT analysis showing the three-dimensional reconstruction images of femurs at 1 month. Scale bar, 1 mm.
- H. Micro-CT analysis showing the three-dimensional reconstruction images of femurs at 3 month. Scale bar, 2 mm.
- I. Micro-CT analysis showing the three-dimensional reconstruction images of cancellous bones of femurs at 3 month. Scale bar, 2 mm.
- J-M. Quantification measurements of the bone volume/total volume (BV/TV), bone surface/total volume (BS/TV), trabecular number (Tb.N), and trabecular separation (Tb.Sp) of femurs from 3-month-old WT mice and *Mettl3*<sup>KO</sup> mice (n = 3) by micro-CT.
- N. Quantification of femurs length of WT mice and *Mettl3*<sup>KO</sup> mice at 1 month. n = 4.
- O. Quantification of femurs length of WT mice and *Mettl3*<sup>KO</sup> mice at 3 month. n = 3.
- P. The left showing the photomicrographs of representative  $\mu$ CT-3D scan of femurs at 1 month, the right is the quantification measurements of the Ct thickness (Ct.Th). Scale bar, 1 mm. n = 4.
- Q. The left showing the photomicrographs of representative  $\mu$ CT-3D scan of femurs at 3 month, the right is the quantification measurements of the Ct thickness (Ct.Th). Scale bar, 1 mm. n = 3.

Data information: The data in A were analyzed by one-way ANOVA with Dunnett's multiple comparisons test. The data in J-Q was analyzed by unpaired two-tailed student's t-test. The error bars represent mean  $\pm$  S.D; ns, no significance.

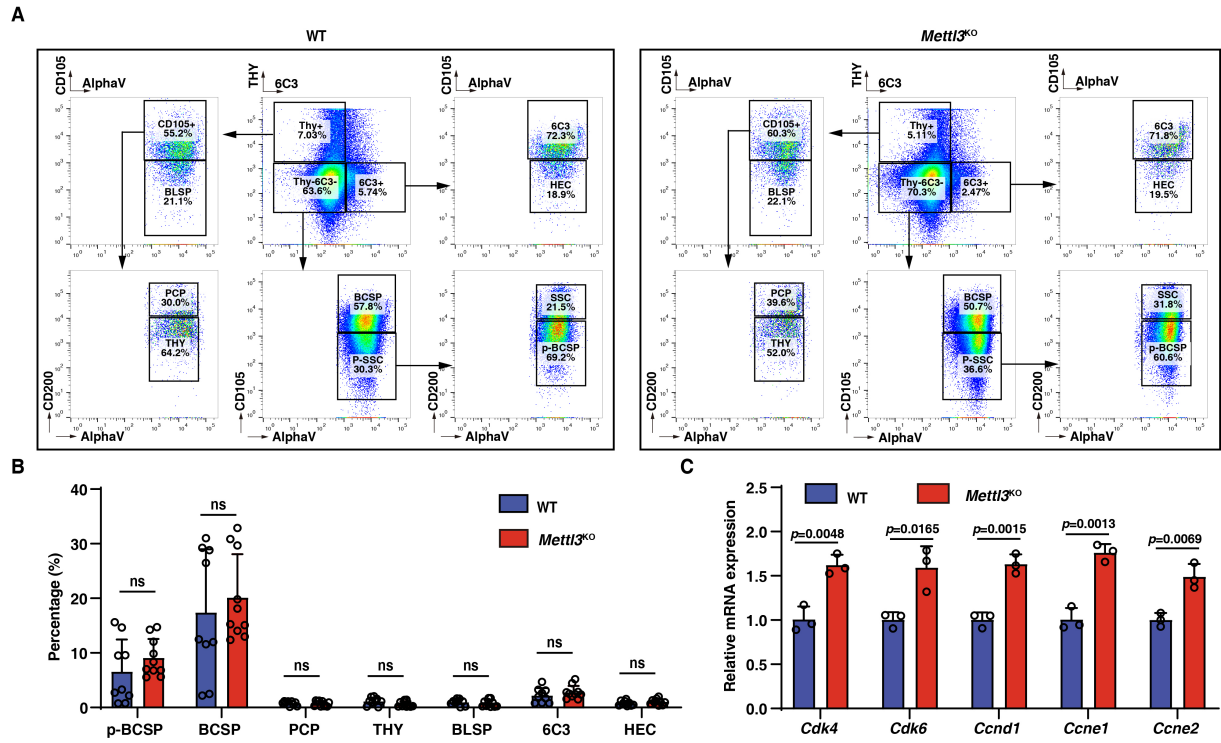

### Appendix Figure S3. Loss of *Mettl3* impairs the quiescence of SSCs.

- A. Gated cell populations in flow cytometry of SSCs, p-BCSPs, BCSPs, PCPs, BLSPs, THYs, 6C3s and HECs in femurs of P3 WT mice and *Mettl3*<sup>KO</sup> mice.
- B. Quantification of the SSCs progenies percentages identifies by surface markers. n = 9 or 10.
- C. qRT-PCR analysis showing mRNA expression levels of cell cycle related genes of SSCs in WT mice and *Mettl3*<sup>KO</sup> mice. n = 3, n represents biological independent experiments.
- Data information: The data in B-C was analyzed by unpaired two-tailed student's t-test. The error bars represent mean  $\pm$  S.D; ns, no significance.

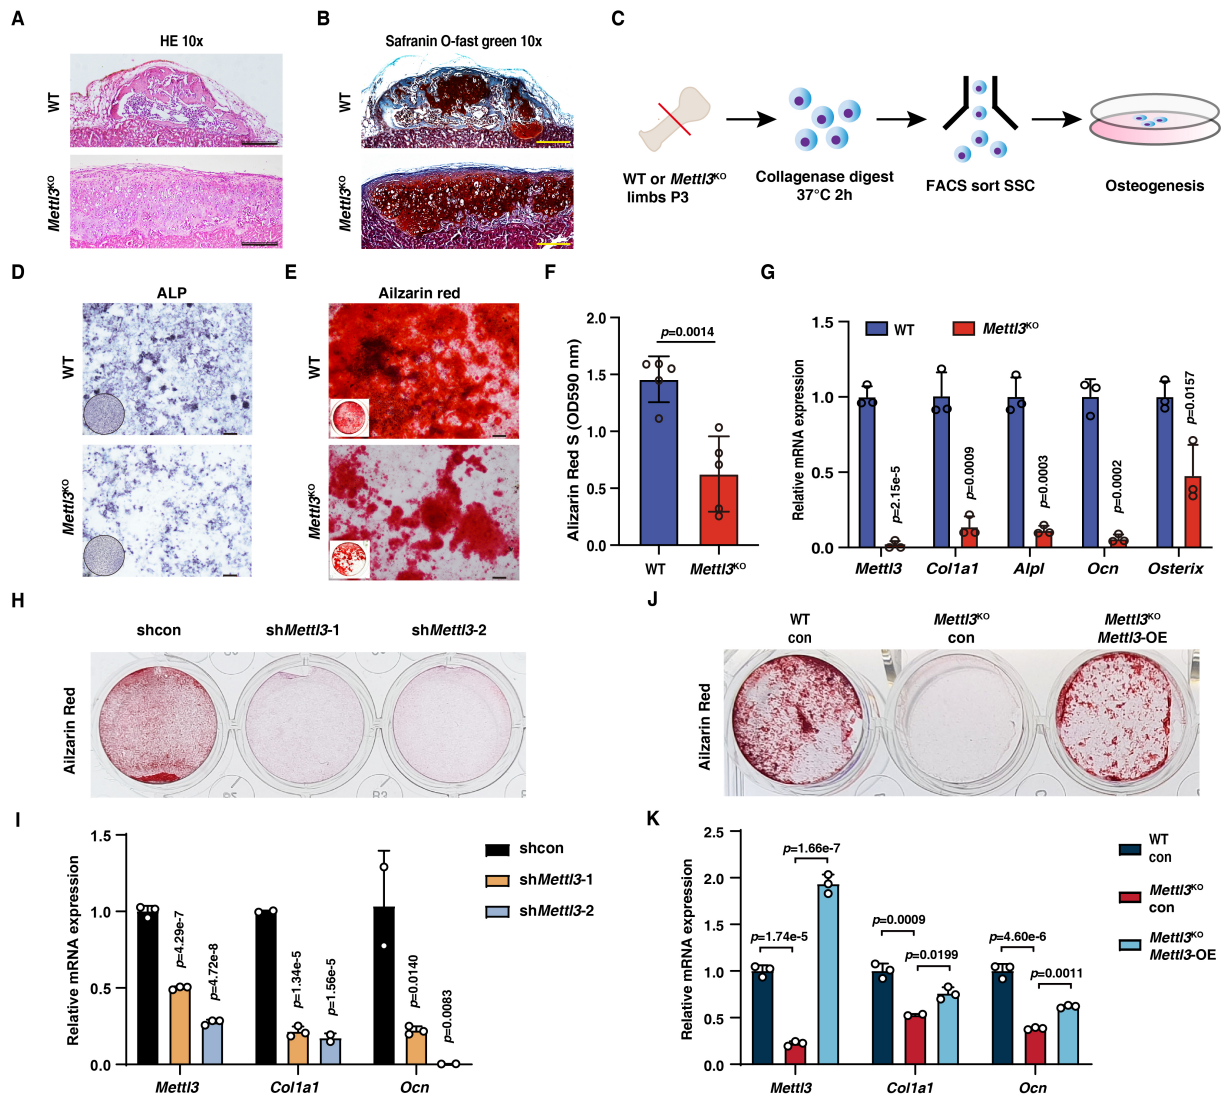

#### Appendix Figure S4. Loss of Mettl3 impairs the multipotency of SSCs.

- H&E staining of tissue grafts following cell transplant beneath the renal capsule. Its cropped image was exhibited in Figure 3I. Scale bar, 200  $\mu$ m.
- Safranin O-fast green staining of tissue grafts following cell transplant beneath the renal capsule. Its cropped image was exhibited in Figure 3J. Scale bar, 200  $\mu$ m.
- Schematic diagram showing the functional analysis of SSC *ex vivo*.
- Osteogenic differentiation of SSCs for 21 d stained with ALP. Representative images are shown (n = 3 per genotype). Scale bar, 200  $\mu$ m.
- Osteogenic differentiation of SSCs for 21 d stained with alizarin red. Representative images are shown (n = 3 per genotype). Scale bar, 200  $\mu$ m.
- Quantitative analysis of alizarin red staining. n = 5, n represents biological independent experiments.
- qRT-PCR analysis of mRNA expression levels of osteogenic genes in SSCs. n = 3, n represents biological independent experiments.
- Representative images of alizarin red staining in SSCs after knocking down Mettl3 on the 21 d of osteogenic induction. n = 3 per genotype.
- qRT-PCR analysis of the expression of *Mettl3*, *Col1a1* and *Ocn* under osteogenic conditions. n = 3, n represents biological independent experiments.

- J. Representative images of alizarin red staining in SSCs after overexpressing *Mettl3* on the 21 d of osteogenic induction. n = 3 per genotype.
- K. qRT-PCR analysis of the expression of *Mettl3*, *Colla1* and *Ocn* under osteogenic conditions. n = 3, n represents biological independent experiments.

Data information: The data in F-G was analyzed by unpaired two-tailed student's t-test. The data in I, K were analyzed by one-way ANOVA with Dunnett's multiple comparisons test. The error bars represent mean  $\pm$  S.D.

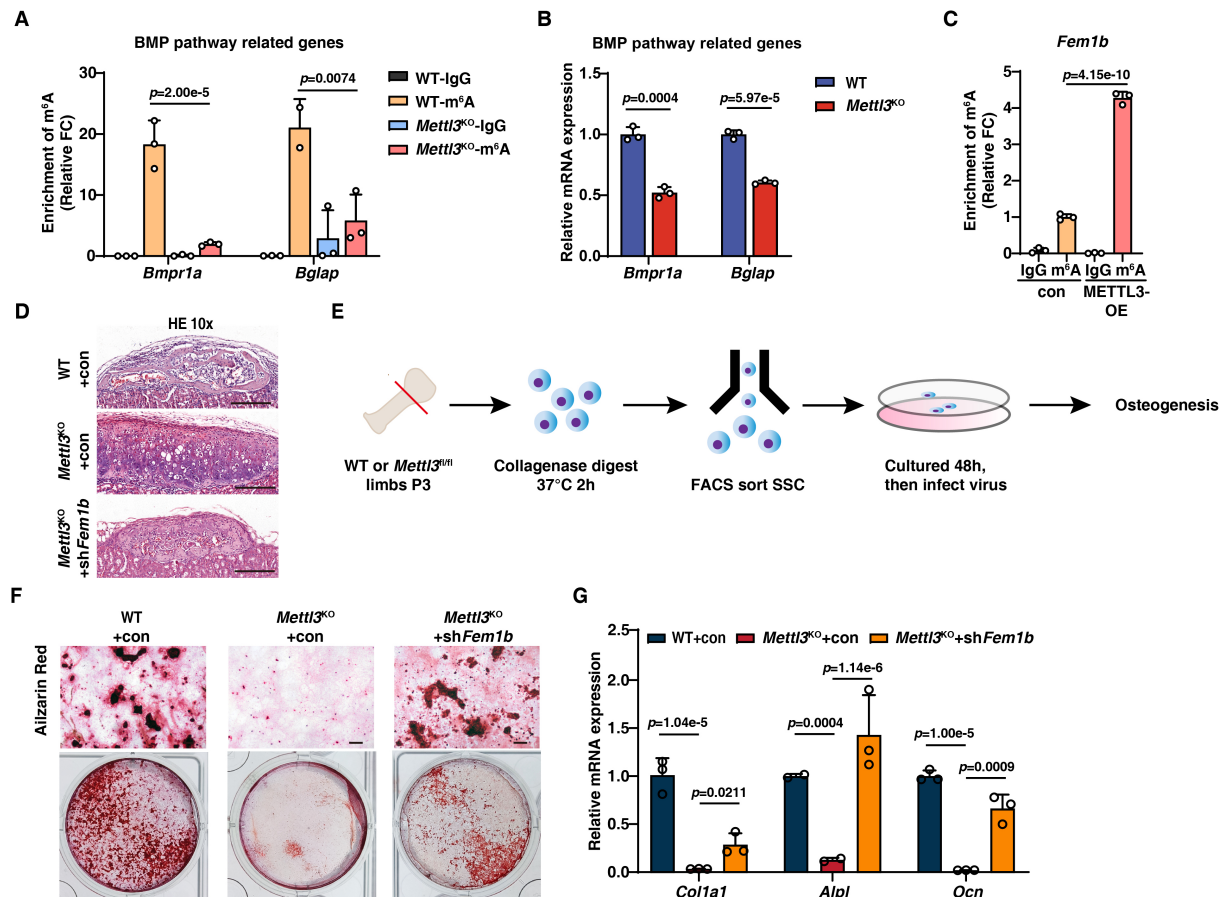

### Appendix Figure S5. Mettl3 regulates Fem1b stability to maintain SSCs function.

- A. MeRIP-PCR analysis of m<sup>6</sup>A enrichment of mRNAs for *Bmpr1a* and *Bglap* in WT SSCs and Mettl3<sup>KO</sup> SSCs. n = 3, n represents biological independent experiments.
- B. qRT-PCR analysis showing *Bmpr1a* and *Bglap* mRNA expression in WT SSCs and Mettl3<sup>KO</sup> SSCs. n = 3, n represents biological independent experiments.
- C. MeRIP-PCR analysis of m<sup>6</sup>A enrichment of mRNAs for *Fem1b* after altering *Mettl3* expression. n = 3, n represents biological independent experiments.
- D. H&E staining of tissue grafts following cell transplant beneath the renal capsule. Its cropped image was exhibited in Figure 4M. Scale bar, 200  $\mu$ m.
- E. Schematic diagram showing the functional rescue Mettl3-deficient of SSCs *ex vivo*.
- F. Alizarin red staining of osteogenic differentiation for 21 d of WT SSCs and Mettl3<sup>KO</sup> SSCs transduced with shcontrol or sh*Fem1b*. Representative images are shown (n = 3 per genotype). Scale bar, 200  $\mu$ m.
- G. qRT-PCR analysis of the expression of *Col1a1*, *Alpl*, and *Ocn* after infecting specific virus under osteogenic conditions. n = 3, n represents biological independent experiments.

Data information: The data in B was analyzed by unpaired two-tailed student's t-test. The data in A, C were analyzed by one-way ANOVA with Dunnett's multiple comparisons test. The data in G were analyzed by two-way ANOVA with Tukey's multiple comparisons test. The error bars represent mean  $\pm$  S.D.

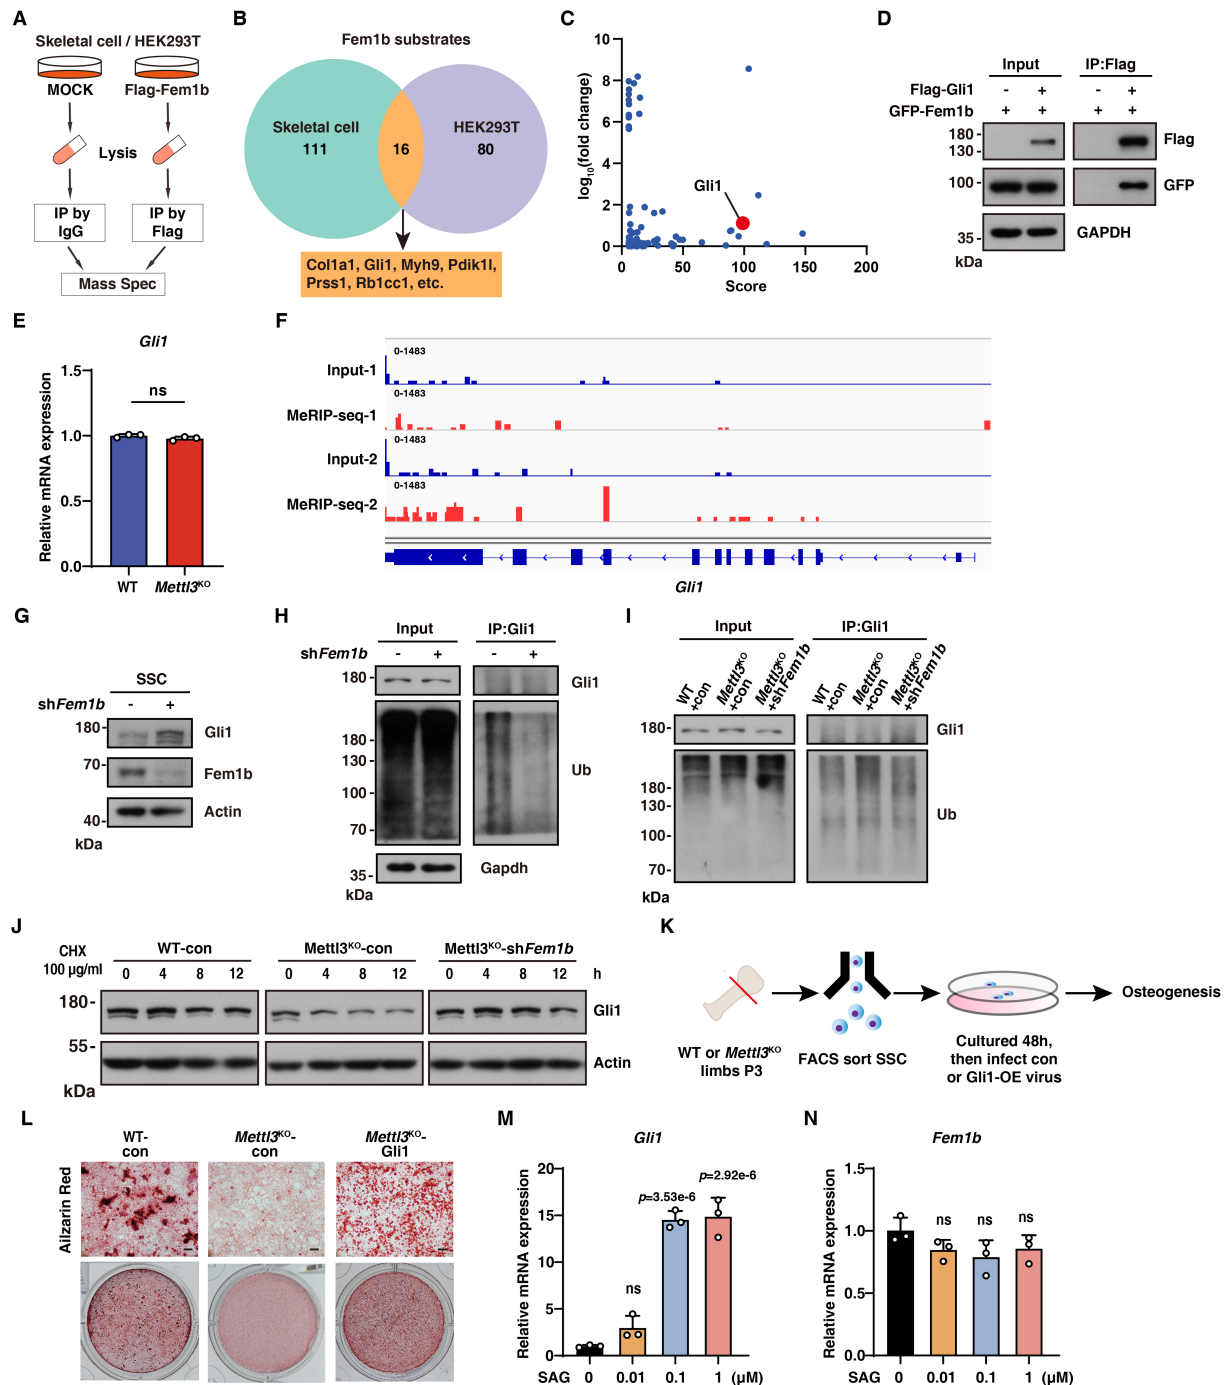

## Appendix Figure S6. Gli1 mediates the function of Mettl3 in maintaining the function of SSCs.

- Experimental scheme for Flag-Fem1b immunoprecipitation-mass spectrometry analysis in skeletal cells and HEK293T cells.
- Venn diagrams showing the overlapped proteins pulled down by Flag-Fem1b protein in skeletal cells and HEK293T cells.
- Mass spectrometry analysis of Fem1b interacting protein in skeletal cells. The top candidate was highlighted.
- 293T cells were transfected with Flag-Gli1 and GFP-Fem1b, and cell lysates were co-immunoprecipitated with Anti-Flag Affinity Gel by immunoblotting analysis using the indicated antibodies.

- E. qRT-PCR analysis showing *Gli1* mRNA expression in WT SSCs and *Mettl3*<sup>KO</sup> SSCs.
  - F. IGV tracks showing distribution m<sup>6</sup>A peaks of *Gli1* transcripts in mesenchymal stem cells.
  - G. SSCs were transduced with retroviruses for shcontrol or sh*Fem1b*. Cellular extracts were prepared and analyzed by Western Blot.
  - H. Endogenous ubiquitination assay was analyzed in *Fem1b*-knockdown SSCs. Cell lysates were immunoprecipitated with Anti-*Gli1* antibody and then analyzed by immunoblotting using the indicated antibodies.
  - I. Endogenous ubiquitination assay was analyzed in WT SSCs and *Mettl3*<sup>KO</sup> SSCs transduced with shcontrol or sh*Fem1b*.
  - J. WT SSCs and *Mettl3*<sup>KO</sup> SSCs transduced with shcontrol or sh*Fem1b* were treated with 100 µg/ml CHX, and harvested at the indicated time followed by Western blotting analysis.
  - K. Schematic diagram showing the functional rescue *Mettl3*-deficient of SSCs *ex vivo*.
  - L. Alizarin red staining of osteogenic differentiation for 21 d of WT SSCs and *Mettl3*<sup>KO</sup> SSCs transduced with control or *Gli1*-OE. Representative images are shown (n = 3 per genotype). Scale bar, 200 µm.
  - M. qRT-PCR analysis showing *Gli1* mRNA expression in SSCs treated with SAG.
  - N. qRT-PCR analysis showing *Fem1b* mRNA expression in SSCs treated with SAG.
- Data information: The data in E was analyzed by unpaired two-tailed student's t-test. The data in M, N were analyzed by one-way ANOVA with Dunnett's multiple comparisons test. The error bars represent mean ± S.D; ns, no significance.

**Appendix Table S1. List of Primer sequences (Related to Reagents and Tools Table)**

| <b>Name</b>           | <b>Sequence(5'-3')</b>                                     |                         |
|-----------------------|------------------------------------------------------------|-------------------------|
| <b>Qpcr</b>           | <b>Forward</b>                                             | <b>Reverse</b>          |
| <i>Klf4</i>           | GCCGGAGTTGGACCCAGTAT                                       | CAGCACAAACTTGCCCATCAG   |
| <i>Chst11</i>         | GATGAACAGAATTTGCCGGATG                                     | TGGAAATGCAGGTTCCCTCATC  |
| <i>Fem1b</i>          | CTTTGCACTTTGCAGCCGAA                                       | TCAATCCGACTTCTGCGGTC    |
| <i>Mettl3</i>         | CTGGGCACTTGGATTAAAGGAA                                     | TGAGAGGTGGTGTAGCAACTT   |
| <i>Sox9</i>           | AGTACCCGCATCTGCACAAC                                       | ACGAAGGGTCTCTTCTCGCT    |
| <i>Acan</i>           | CCTGCTACTTCATCGACCCC                                       | AGATGCTGTTGACTCGAACCT   |
| <i>Ihh</i>            | CTCTTGCCTACAAGCAGTTCA                                      | CCGTGTTCTCCTCGTCCTT     |
| <i>Col10a1</i>        | GGTGTGAATGGGCGGAAAG                                        | GCTTCCCAATACCTTCTCGTC   |
| <i>Gapdh</i>          | AGGTCGGTGTGAACGGATTTG                                      | GGGGTCGTTGATGGCAACA     |
| <i>Actb</i>           | GGGTTGGAAGACCGAGGTTTA                                      | GCCAGGGTGACAATAATGGACA  |
| <i>Col1a1</i>         | TGGCAAAGACGGACTCAAC                                        | GGCAGGAAGCTGAAGTCATAA   |
| <i>Alpl</i>           | CCAACCTTTTTGTGCCAGAGA                                      | GGCTACATTGGTGTGAGCTTTT  |
| <i>Ocn</i>            | AAGCAGGAGGGCAATAAGGT                                       | TTTGTAGGCGGTCTTCAAGC    |
| <i>Osterix</i>        | CAACCTGCTAGAGATCTGAG                                       | TGCAATAGGAGAGAGCGA      |
| <i>Runx2</i>          | ATTACAGATCCCAGGCAGGCA                                      | CAGAAGTCAGAGGTGGCAGTGT  |
| <i>Spopl</i>          | GGAACGGCTGAAGGTCATGT                                       | CACTGTGCAAATCTGCAAGGA   |
| <i>Foxo1</i>          | CGGAATGACCTCATGGATGGA                                      | ACATGGTACTGTGTCCCTTTTT  |
| <i>Foxo3</i>          | CTCGGACTCTCTCTCAGGCT                                       | CCCGTCAGCATCCATGAGTT    |
| <i>Foxc1</i>          | CCCCGGACAAGAAGATCACTC                                      | AGGTTGTGCCGTATGCTGTTT   |
| <i>Cdk4</i>           | ATGGCTGCCACTCGATATGAA                                      | TCCTCCATTAGGAACTCTCACAC |
| <i>Cdk6</i>           | GGCGTACCCACAGAAACCATA                                      | AGGTAAGGGCCATCTGAAAAC   |
| <i>Ccnd1</i>          | GCGTACCCTGACACCAATCTC                                      | CTCCTCTTCGCACTTCTGCTC   |
| <i>Ccne1</i>          | GTGGCTCCGACCTTTTCAGTC                                      | CACAGTCTTGTCAATCTTGGCA  |
| <i>Ccne2</i>          | ATGTCAAGACGCAGCCGTTTA                                      | GCTGATTCCTCCAGACAGTACA  |
| <b>Genotyping</b>     | <b>Forward</b>                                             | <b>Reverse</b>          |
| <i>Mettl3</i>         | TCAGGATTTGCTCCTAGTGTATGCC                                  | ACCAGGCCCTTGAATACTTGGC  |
| <i>Col2-cre-wt</i>    | ATCGCCCAAATGACACCTCC                                       | TCGCAATGGATTGTGTTGTTTC  |
| <i>Col2-cre-mut</i>   | ATCGCCCAAATGACACCTCC                                       | TGGTGCATAGTCAGCAGGTTG   |
| <b>shRNA</b>          |                                                            |                         |
| sh <i>Mettl3</i> #1-F | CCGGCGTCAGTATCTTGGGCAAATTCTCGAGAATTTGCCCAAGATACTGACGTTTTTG |                         |
| sh <i>Mettl3</i> #1-R | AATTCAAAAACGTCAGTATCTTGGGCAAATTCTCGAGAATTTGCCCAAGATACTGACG |                         |
| sh <i>Mettl3</i> #2-F | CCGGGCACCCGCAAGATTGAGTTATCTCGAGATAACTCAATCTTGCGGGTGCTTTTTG |                         |

|                  |                                                                      |
|------------------|----------------------------------------------------------------------|
| shMettl3#<br>2-R | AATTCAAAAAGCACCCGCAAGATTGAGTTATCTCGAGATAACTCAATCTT<br>GCGGGTGC       |
| shFem1b-<br>F    | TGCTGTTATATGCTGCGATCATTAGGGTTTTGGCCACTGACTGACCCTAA<br>TGAGCAGCATATAA |
| shFem1b-<br>R    | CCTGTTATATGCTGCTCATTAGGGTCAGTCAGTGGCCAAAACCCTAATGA<br>TCGCAGCATATAAC |

How the deposited data were processed for this re-analysis (not part of the article)

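SLIM-seq was analysed in 44 libraries from mice at postnatal day 3. The 32 WT libraries comprise 2 IP and 2 input libraries of each of SSC, pBCSP, BCSP, PCP, THY, BLSP, 6C3 and HEC, and the 12 libraries labelled Mettl3KO comprise 2 IP and 2 input libraries of each of SSC, pBCSP and BCSP. The 4 SSC input libraries are also the RNA-seq comparison of the paper. The label fields that give a genotype read wild type for every library, so the genotype of the 12 libraries rests on their titles and library names. The batch field of the labels is the same for all 44 libraries, so no batch could be compared.

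The authors trimmed reads with fastp, aligned them to GRCm38 with HISAT2 and counted reads per gene with featureCounts, and the deposited counts are whole numbers without normalization. The authors also deposited a table of genes changed between Mettl3KO and WT SSCs, with log2 values (fold changes from DESeq2 after its normalization) and p-values (from its Wald test, with an adjusted p beside each). That deposited table also holds score values, namely the mean of normalized counts, the standard error of the fold change and the Wald statistic. A further deposited table gives log2 values for the m6A-tagged DEGs, the mRNA change of Mettl3KO over WT and an m6A change of WT against Mettl3KO. The paper's text does not describe how that m6A change was computed. These tables were used only for comparison with the calls made from the counts.

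The count table lists 46959 entries. Of these, 128 carry the names 1-Mar or 2-Mar, which a spreadsheet program makes from gene symbols, with 64 entries per name. They held at most 0.390% of the counts of a library and were left out, because the gene of each entry is not known. Another 10 entries have a date for a name and were kept, since each names a single entry. This left 46831 genes, of which 44784 have a symbol in GENCODE vM21, from which positions, gene types and lengths were taken.

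Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and data.table 1.17.8, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9. The main test was edgeR's quasi-likelihood F test on TMM-normalized counts after the default filter of filterByExpr on low counts, fitted apart for each comparison. Adjusted p-values are from the Benjamini-Hochberg method over all genes of a fit. Standard errors of log2 fold changes were obtained as the absolute log2 fold change divided by the square root of F. Normalized counts per library (CPM) were scaled by TMM, over all 44 libraries for Mettl3 across populations and over the 4 SSC input libraries for genes in Mettl3KO and WT SSCs, and log2 CPM used a prior count of 2. A gene was taken as m6A-tagged at a log2 fold change of IP over input above 1 and as a DEG at a log2 fold change beyond 0.5, each at an unadjusted p under 0.05, as in the paper's methods. The relative m6A level followed the paper as the Z-score, within a cell type, of DESeq2's Wald statistic of IP against input. The interaction of IP against input with genotype was tested in edgeR for each population.

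With 2 replicates per condition, a comparison of 2 libraries with 2 libraries cannot reach a two-sided permutation p under 0.05, so p-values within a population come from models fitted across all genes. Values of the 8 populations were compared by exact permutation over the 56 splits into 3 and 5. Genotype was permuted within populations for the ratio of IP to input. This treats the populations as independent, although differences between replicate numbers recurred across them, so these p-values are approximate. Shares of calls have Wilson 95% intervals, which cover counting error over genes only. A count of 3 was taken as the most that a true count of 0 allows, and floors cover counting error only, since PCR copies are not separate molecules. IP and input libraries of one replicate number were taken as a pair, because the paper states that sorted cells of one batch were divided between the m6A profiles and RNA-seq. In a check of this, the difference between the 2 IP replicates correlated across genes with that between the 2 input replicates at 0.0345 to 0.479. Replicate numbers do not pair WT with Mettl3KO animals.

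Both tests were tested on simulated data made from the measured means and 1 common spread for all genes. The 200 changed genes were drawn from those above a minimum mean count. They had a log2 fold change of 2 in either direction between input libraries, and a larger one between IP and input. Smaller changes were not simulated. In 4 simulated SSC input libraries with 200 changed genes of 16100, edgeR and DESeq2 recovered 87.0% and 89.0% of them at an unadjusted p under 0.05 and 19.5% and 41.5% at an adjusted p under 0.05. DESeq2 then called 19 unchanged genes at an adjusted p under 0.05 and edgeR 1. For 2 IP and 2 input libraries, edgeR recovered 86.5% at an unadjusted p and 2.00% at an adjusted p, and DESeq2 90.5% and 49.0% with 32 unchanged genes called. In 8 further simulations each gene had 1 ratio of IP to input for all WT populations, with calls by DESeq2. In 20 simulations neither m6A nor mRNA changed between WT SSCs and those labelled Mettl3KO, with the spread of each group kept and calls by edgeR.

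The alternatives tried were DESeq2's Wald test, DESeq2's size factors, library size alone, no filter on low counts, at least 10 counts in every library, a replicate block, 1 fit over all libraries, an adjusted p under 0.05, other scales and gene sets for the m6A level, Pearson's correlation, K-means clustering, measures taken from different replicates, other sets of tagged genes, fry in place of camera, and each replicate left out in turn. These, the tests, the marker lists and the rule for naming genes were fixed before the data were examined. Alternatives and tests that the text marks as chosen after the data or a result were seen are not among them. The rule names every gene that the paper names in its text, Fig. 1F or Fig. 4A, and 1 result under it is not reported here. It adds the 3 genes with the largest change in each direction among SSC DEGs at an adjusted p under 0.05 with at least 10 counts in every library of the higher group and both Mettl3KO libraries on the same side of both WT libraries. No gene met the added part, because edgeR called 0 genes at an adjusted p under 0.05 in this comparison, against 2258 at the unadjusted p.

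Lists of marker genes for neutrophil precursors, erythroid cells, macrophages or osteoclasts, B lymphocytes, endothelial cells, skeletal muscle, osteoblasts, chondrocytes, hypertrophic chondrocytes and proliferation were tested in the SSC input libraries with fry. Enrichment of gene ontology terms was not analysed here. Peaks within transcripts, proteins and the qRT-PCR assays were not analysed here either.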

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

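The tests of differences between animals, of endothelial RNA and of a lower share of skeletal cells were chosen only after the result was seen.

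The paper reports the input libraries labelled Mettl3KO for SSC, and genes also changed in pBCSP and BCSP, whose gene expression between genotypes it does not report. At the thresholds used for SSC, edgeR called 1339 genes in pBCSP, 622 higher and 717 lower, and 2111 in BCSP, 1178 higher and 933 lower. The 2 other ways of splitting the same 4 libraries in pairs gave 388 and 342 genes in pBCSP and 400 and 336 in BCSP. No gene reached an adjusted p under 0.05 by edgeR in either population, while DESeq2, chosen here after seeing the data, gave 174 in pBCSP and 584 in BCSP, against 11 and 17 and against 12 and 22 in the other splits. Of the genes changed in SSC and tested, 85.3% had the same direction in pBCSP and 87.3% in BCSP. Against chance differences between libraries as the whole cause, the log2 fold changes of SSC and BCSP, which share no library, correlated across genes at 0.343. Split by replicate number instead of genotype, they correlated at 0.169, and in the remaining split at 0.112. Xist, Ddx3y, Eif2s3y, Kdm5d and Uty were left out of these correlations. The remaining split parts libraries high in Xist from those high in Ddx3y, transcripts that differ between the sexes. Its correlation and its gene counts therefore hold that difference as well. The correlation above 0 in the split by replicate shows that differences between libraries of one replicate number also recur across populations. Since WT and Mettl3KO cells came from different animals, such differences and the deletion cannot be told apart. An effect of Mettl3 deletion stays open as a biological explanation and was not tested. At an adjusted p under 0.05, 0 genes changed differently between SSC and pBCSP, SSC and BCSP or pBCSP and BCSP in edgeR's test of that difference, and 799, 838 and 999 did at an unadjusted p. With a block for the replicate number within each genotype, chosen after seeing the data, 0, 6 and 0 genes did at an adjusted p and 877, 921 and 1483 at an unadjusted p. This block leaves 2 residual degrees of freedom per comparison.

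Endothelial transcripts, which the paper does not discuss, were higher in the SSC input libraries labelled Mettl3KO than in WT. The list of 8 genes had a median log2 fold change of 1.70, and of 1.55 with the 3 genes at or under 3 counts in both WT libraries set at their bound. All 8 genes were higher in the fitted mean, and 6 exceeded both WT libraries in both libraries labelled Mettl3KO (fry adjusted p = 0.0167 over 10 lists). The counts were 52 and 97 in WT and 246 and 318 in libraries labelled Mettl3KO for Egfl7, 30 and 39 against 97 and 241 for Esam, and 56 and 23 against 67 and 97 for Pecam1. These genes were singled out after their values were seen. For Tek, whose product Tie2 the paper's sorting gates out, they were 0 and 0 against 14 and 0. In WT SSCs 4 of the 8 genes were above 1 CPM, and no other list holds any of them. The summed list was 6.38 and 5.92 CPM in WT and 17.2 and 22.9 CPM in libraries labelled Mettl3KO, so the transcripts stay scarce in all 4 libraries. A lower share of skeletal cells would raise the markers of every other cell type alike. Against it as the whole cause, the macrophage or osteoclast list moved the other way as a set, with a median log2 fold change of −0.54. For this list fry gave an adjusted p of 0.0399 over 10 lists, with 4 of its 8 genes higher. Without Ctsk, its most abundant gene, fry still called the list lower (adjusted p = 0.0287 over 5 lists). The median without Ctsk was 0.03, with 4 of 7 genes higher, so a fall of the list without this gene is not plain. The sum of the macrophage or osteoclast list, Ctsk included, fell from 145 and 123 CPM to 79.9 and 78.2 CPM. The sum of the B lymphocyte list was 75.8 and 119 CPM in WT and 98.0 and 119.6 CPM in libraries labelled Mettl3KO. A rise as large as the 1.70 of the endothelial list was excluded for the macrophage or osteoclast list (fry adjusted p = 0.00276 over 4 lists, and 0.000489 without Ctsk). The B lymphocyte list had an adjusted p of 0.0173 in this test, and 0.0863 without its most abundant gene, the skeletal muscle list 0.0792 and the erythroid list, which rose, 0.357. Tested against its own rise the endothelial list still leaned higher, so this test is approximate. The rise of 1.70 is the pattern itself and does not test for RNA of endothelial cells in the sorted SSCs, so such RNA and higher expression in SSCs themselves cannot be told apart. In pBCSP and in BCSP 1 of the 8 genes exceeded both WT libraries in both libraries labelled Mettl3KO, and whether the change differs between populations was not tested.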

How the results depend on the processing

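Besides the alternatives described for the processing, 8 were chosen after seeing the data. These include DESeq2 with an adjusted p together, m6A and mRNA from the same replicate, and camera with an estimated correlation. They include DESeq2 with the paper's list of tagged mRNAs and the alternatives for pBCSP and BCSP in libraries labelled Mettl3KO. The others are those for the difference between populations, those for the change of the ratio per gene, and the macrophage or osteoclast list without its most abundant gene. Of 96 results, 38 answer a comparison. Of the 306 values these 38 took under alternatives, 214 kept their direction and call, or stayed within the limits set for a count or share. Where a cause is not given, the cause was not tested. The 20 genes named in SSC include 6 with an adjusted p under 0.05 in at least 1 alternative. Of the 251 values of the other results, 170 kept direction and call, 3 were weaker, 19 stronger, 57 moved and 2 reversed. Of the 57, 47 were among the 70 alternatives of the origin shares of single populations.

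With all 44 libraries in 1 fit, which estimates 1 spread per gene for all of them, 3568 genes were tagged in at least 1 population. This fit gave 1119 in PCP, 1219 in THY, 1032 in BLSP, 1551 in 6C3 and 1128 in HEC. At an adjusted p under 0.05 there were 3280 genes in at least 1 population, with 623 in SSC, 1252 in pBCSP, 136 in BCSP and 876 in PCP, 76 in all 8 populations and 1425 in 1 population only. A stricter threshold can only lower these counts, apart from that of genes tagged in 1 population only. DESeq2, its size factors, library size, the filters on low counts and the replicate block kept the counts of tagged genes per population, in at least 1 and in all 8 populations within 1.5 times the main ones. Of the genes tagged in 1 population only there were 4073 with DESeq2.

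The inherited share in pBCSP and BCSP of 58.6% became 55.7% with DESeq2, 51.7% without a filter on low counts, 60.8% with at least 10 counts in every library and 43.7% at an adjusted p. It was 92.8% where presence upstream required a log2 fold change above 0, which follows from that looser requirement, and from 50.9% to 54.1% across the 2 fits that each left out one replicate. The de novo share downstream of 43.1% became 47.0% with DESeq2, 40.4% with library size alone, 49.6% without a filter, 35.4% with at least 10 counts, 28.8% in 1 fit over all libraries and 46.9% at an adjusted p. It was 40.5% with DESeq2 and an adjusted p together and 13.1% with the looser requirement upstream, and from 45.3% to 46.9% with each replicate left out.

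The difference of the relative m6A level between stem and progenitor and downstream populations kept its direction and call with edgeR's statistic. It reversed to −0.48 on the log2 fold change scale, to −0.392 over genes tagged in all 8 populations and to −0.0904 with the same number of top-ranked genes. It was weaker over genes tagged in any population (0.0321) and with at least 10 counts in every library (0.119). The difference of the log2 ratio of IP to input was from −0.292 to −0.0497 with each replicate left out, the smaller without replicate 1.

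The share of genes with a positive correlation of m6A and mRNA was 33.5% by Pearson's correlation, 18.3% on the log2 fold change scale, 33.4% over genes tagged by DESeq2, 40.2% with m6A and mRNA from different replicates and 14.4% with both from the same replicate. On the log2 fold change scale 43 genes had m6A and mRNA higher in SSC, pBCSP and BCSP, against 51 with m6A from replicate 1 and mRNA from replicate 2, 118 with the replicates exchanged and 498 in the K-means cluster. For m6A higher and mRNA lower these numbers were 166, 346 and 667 in the last 3 settings.

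The median log2 ratio of IP to input in libraries labelled Mettl3KO against WT reversed to 0.68 over genes tagged in libraries labelled Mettl3KO and to 0.18 over genes tagged in at least 3 downstream populations. It was from −0.10 to 0.01 with each replicate left out, positive without WT replicate 2. Over genes tagged in libraries labelled Mettl3KO, 29.0% of genes in SSC, 30.2% in pBCSP and 23.1% in BCSP had a lower relative m6A level. Over genes tagged downstream these shares were 67.4%, 61.0% and 48.4%. On the log2 fold change scale they were 50.5%, 54.3% and 45.9%, and 77.9% in SSC with edgeR's statistic. With each replicate's IP and input as a pair, 848 genes had a lower and 335 a higher ratio in SSC at an unadjusted p, and 1134 in pBCSP and 711 in BCSP a lower one. At an adjusted p 0 genes had a changed ratio in each population, with the pair and without it.

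At an adjusted p under 0.05, edgeR gave 0 DEGs in SSC in total, up and down, and 0 tagged DEGs, so no odds ratio could be computed. Other settings gave 718 with DESeq2, 793 without a filter, 64 with at least 10 counts in every library and 112 with all 22 input libraries in 1 fit. DESeq2's size factors and library size alone gave 0. With a replicate block there were 288, and 2313 genes at an unadjusted p, but the replicate numbers do not pair the genotypes: the differences between replicates correlated between WT and Mettl3KO libraries at −0.0430, 0.0748 and 0.0142. Between IP and input the numbers do pair, and there the block gave 4847 tagged genes in at least 1 population and moved no count of tagged genes beyond 1.5 times.

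Over genes tagged in WT pBCSP and WT BCSP there were 140 tagged DEGs, 37 of them up, with an odds ratio of 0.343 and a set test p of 0.00198. The set test was weaker under fry (p = 0.364) and with an estimated correlation (p = 0.571).

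Col1a1 had a log2 fold change from −0.65 to 0.73 across the 4 fits that each left out one replicate, reversed without Mettl3KO replicate 1 and without WT replicate 2 (−0.18). Sp7 ranged from −0.33 to 0.89 and reversed without Mettl3KO replicate 1. On the log2 fold change scale the m6A difference reversed for Ucma (−0.14) and Epyc (−0.27).

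Depth limits the ratio of IP to input where input counts are low, since at most 3 counts in both input libraries leave it without a measured denominator. With 2 replicates, edgeR recovered 2.00% of simulated changes between IP and input at an adjusted p under 0.05, so a gene without a call at that threshold is not shown to be unchanged.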

Differences from the paper's values

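For the de novo share over the 5 downstream populations, the paper's value is 65% and the value here is 43.1%. Every alternative gave a share below the paper's. Being within 1.5 times of it is not a match, since 43.7% and 43.1% fall on either side of that limit. Among the alternatives set before the data were examined, those within 1.5 times of the paper's value were DESeq2 (47.0%), its size factors (43.7%), no filter on low counts (49.6%) and an adjusted p under 0.05 (46.9%). The fits without replicate 1 (45.3%) and without replicate 2 (46.9%) were also within 1.5 times of it. Those that were not were library size alone (40.4%), at least 10 counts in every library (35.4%), the replicate block (42.3%), 1 fit over all 44 libraries (28.8%) and presence upstream at a log2 fold change above 0 (13.1%). The lists for PCP, THY and HEC below leave out the fits without a replicate.

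In PCP the paper's de novo share is 65.0% and the value here is 42.7%. DESeq2 (48.7%), no filter on low counts (49.4%) and the replicate block (43.4%) were within 1.5 times of it. DESeq2's size factors (43.3%), library size alone (40.5%), at least 10 counts (38.4%), 1 fit over all libraries (26.1%), an adjusted p (31.4%) and presence at a log2 fold change above 0 (14.6%) were not.

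In THY the paper's share is 64.9% and the value here is 39.6%. DESeq2 (45.5%), no filter (45.6%) and an adjusted p (43.8%) were within 1.5 times of it. DESeq2's size factors (40.6%), library size alone (34.7%), at least 10 counts (33.7%), the replicate block (40.3%), 1 fit over all libraries (29.8%) and presence at a log2 fold change above 0 (8.51%) were not.

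In HEC the paper's share is 63.6% and the value here is 40.8%. No filter (46.3%) and an adjusted p (49.5%) were within 1.5 times of it. DESeq2 (40.4%), its size factors (40.8%), library size alone (37.6%), at least 10 counts (31.9%), the replicate block (39.1%), 1 fit over all libraries (24.7%) and presence at a log2 fold change above 0 (9.73%) were not.

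The paper's own lists of tagged mRNAs, read here only in part because the held copy of the lists is truncated, give other origin shares than its source data for Fig. 1D. With every unread entry counted as de novo, the paper's lists hold at most 42.5% de novo in PCP, 41.9% in THY, 45.4% in BLSP, 52.1% in 6C3 and 62.1% in HEC. Over these 5 populations they hold at most 48.9%, against the 65.4% that the paper's source data give. In BCSP, whose list is complete, 804 of the paper's 1333 tagged mRNAs (60.3%) are in its SSC list, against 708 (53.1%) in its source data. For pBCSP and BCSP together the paper's text gives an inherited share of 75%, against 58.6% here. Its source data give shares from SSC of 58.2% in pBCSP and 53.1% in BCSP, both below that 75%.

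The paper reports more upregulated than downregulated m6A-tagged DEGs, and edgeR here called 103 higher and 115 lower. DESeq2 gave 123 higher and 118 lower, and DESeq2 with the paper's list of tagged mRNAs, chosen after seeing the values, gave 132 and 130. Of the genes that the authors' deposited DEG table and their SSC list share, 131 are up and 124 down in the paper's values. Of these 255 genes, 44 are not in the authors' table of tagged DEGs, which holds 211. Each of the 211 has a deposited m6A change of WT against Mettl3KO above 0, the smallest 0.0112, and the paper does not state whether this change was a filter.

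The paper states that Mettl3 deficiency lowered m6A in SSC, pBCSP and BCSP, and here the median log2 ratio of IP to input over genes tagged in WT differed by −0.04 (exact permutation p = 0.583). That ratio was taken over genes tagged by edgeR. Of those scored in both genotypes, 77.9%, 73.1% and 70.2% had a lower Z-score of edgeR's statistic in SSC, pBCSP and BCSP. Over the genes tagged by DESeq2 in WT, the paper's Z-score of the Wald statistic was lower in 85.2%, 74.0% and 70.3%. It was also lower over genes tagged downstream in SSC (67.4%) and pBCSP (61.0%), and not in BCSP (48.4%). With the genes tagged in each genotype taken for that genotype, the median Z-score was not lower in SSC or pBCSP labelled Mettl3KO. It was 1.78 against 1.69 in WT in SSC and 1.81 against 1.62 in pBCSP. In BCSP it was lower, at 1.74 against 1.84.

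The paper states that m6A was higher in stem and progenitor cells than downstream. The Z-score here gave 0.331 in that direction, as did edgeR's statistic (0.262), and the log2 fold change of IP over input gave −0.48. The paper places the highest Mettl3 expression in SSCs, by another assay, and in the WT input libraries here the mean was highest in BCSP, with 19.5 CPM against 15.8 CPM in SSC and 14.6 CPM in pBCSP. Each of these 3 means was above the 5 downstream means of 10.1 to 12.6 CPM.

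Among the genes that Fig. 1F places with higher m6A in stem and progenitor cells, Mgp and Ift20 had a lower level here, by −0.618 and −0.188. For Bmpr1a and Bglap, which the paper places among downregulated tagged DEGs, its deposited table has m6A lower in Mettl3KO, as for every gene of that table, and the log2 ratio of IP to input here changed by 0.45, within the spread between replicates, and by −1.01, with replicates that moved in opposite directions. The paper reports Col1a1, Alpl and Osterix (Sp7) as lower in Mettl3KO after osteogenic culture. In the freshly sorted SSC input libraries Col1a1 had a log2 fold change of 0.18 (edgeR adjusted p = 0.897) and Sp7 of 0.39 (edgeR adjusted p = 0.701), both lower without Mettl3KO replicate 1. Alpl had −0.46 (edgeR adjusted p = 0.423). The paper states that Gli1 mRNA did not differ by qRT-PCR, and here Gli1, not tagged in SSC, passed the paper's thresholds with a log2 fold change of −0.77 (edgeR unadjusted p = 0.0266, adjusted p = 0.269, and adjusted p of 0.189 to 0.294 over the alternatives). The authors' deposited DEG table lists it at −0.74. The paper's named changes in Ube2h, Cdk6, Bglap, Mgp, Id2 and Ccne1 passed its thresholds here with edgeR, and reached an adjusted p under 0.05 with DESeq2 and without a filter on low counts, and all but Cdk6 also with a replicate block, but not in the main test. Fem1b passed the paper's thresholds with a log2 fold change of 0.73 and an adjusted p of 0.100 to 0.281 over the alternatives and the main edgeR test.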

Other observations

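The tests of the scaling of the Wald statistic, of the spread between IP libraries labelled Mettl3KO, of exchanged labels of Mettl3, of shared input libraries in tagged DEGs, of splits of the populations and of calls on either side of the threshold were chosen only after the result was seen.

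The relative m6A level was higher in SSC, pBCSP and BCSP than downstream as a Z-score of the Wald statistic. The number of genes past the threshold in each population may contribute, since with the same number of top-ranked genes the difference was −0.0904. Scaling by the spread of the statistic is another candidate explanation, because the unscaled log2 fold change gave −0.48. Genes with hardly any input counts were more frequent among those tagged downstream and can raise that fold change. With a prior count the log2 ratio gave −0.29. In simulations with 1 ratio per gene for all populations the Z-score difference was still 0.0998 (0.0870 to 0.125), against the measured 0.331, but the simulations did not keep the measured number of calls in each population. A difference between populations in m6A itself stays open, in either direction, and was not tested, since the ratio of IP to input is relative to the other transcripts of a library.

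In libraries labelled Mettl3KO the Z-score was lower over genes tagged in WT. Selection of genes with a high ratio in the WT libraries may contribute, since over genes tagged in at least 3 downstream populations, chosen from other libraries, the ratio was 0.18 higher. It is not the whole cause on the Z-score, which over genes chosen in the same way with DESeq2 was still lower in SSC (−0.426) and pBCSP (−0.267), though not in BCSP (0.0289). Per gene, the median change of the log2 ratio over genes tagged in WT SSCs was −0.20, and simulations with no change gave a larger fall of −0.46 (−0.51 to −0.40). They called a mean of 2649 genes in WT and 1423 in libraries labelled Mettl3KO, against 1640 and 1242 measured, so the sizes are not directly comparable. A wider spread between the IP libraries labelled Mettl3KO fits the gap between the scales, since on the log2 ratio, which is not divided by the spread, the change was −0.0436. The spread between replicate IP libraries (biological coefficient of variation) was 0.778, 0.673 and 0.638 in SSC, pBCSP and BCSP labelled Mettl3KO and 0.464, 0.409 and 0.477 in WT. In simulations with no change, the Z-score over genes tagged in WT SSCs changed by −0.520 (−0.555 to −0.476), and edgeR's measured change was −0.583. Exchanged genotype labels and correct labels cannot be told apart by the ratio, because the difference over genes tagged downstream had an exact permutation p of 0.0741. That permutation also treats the populations as independent. A lower m6A content of all transcripts stays open, since a relative ratio does not show it.

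The Mettl3 count was not lower in input libraries labelled Mettl3KO. With all labels exchanged, Mettl3 would be lower in the other group in each population, but in BCSP the log2 fold change was −0.15 (edgeR adjusted p = 0.901), within its error, against 0.19 in SSC and 0.69 in pBCSP. Exchanged labels, correct labels with a deleted exon that leaves the rest of the transcript, and partial deletion cannot be told apart from these Mettl3 counts. The paper's dot blot and protein data for the deletion were not analysed here.

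IP libraries labelled Mettl3KO held fewer genes, 12685 to 14415 with at least 1 count, against 16250 to 18714 in WT IP libraries of SSC, pBCSP and BCSP. Against fewer reads as the cause, WT IP libraries thinned to 22056571 counts, the smallest total of the libraries labelled Mettl3KO, still held at least 16126 genes. Between replicate IP libraries labelled Mettl3KO, 1314 to 1417 genes had 0 counts in one and at least 100 in the other, against 161 to 360 in WT IP libraries of the same populations. The input libraries labelled Mettl3KO held 17283 to 19884 genes. A lower amount of captured RNA, from the sample or from less m6A, stays open and was not tested.

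The correlation of m6A and mRNA across populations was more often negative than positive. The input libraries shared by both measures may contribute, since with the measures from different replicates the share of positive genes rose to 40.2%, from 14.4% with both from the same replicate. Negative correlations stayed the more frequent in each setting that was run, and whether m6A lowers mRNA was not tested.

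Genes with a level in each of SSC, pBCSP and BCSP above every downstream population were more than most other groupings of the populations gave. As many as the measured 390 were found in 1 of the 56 splits, as many with mRNA lower in 1 and as many with mRNA higher in 2 of the 56. On the log2 fold change scale these counts were 2, 2 and 3. With m6A from replicate 1 and mRNA from replicate 2 they were 3, 3 and 9, so the number with mRNA higher did not stand out from other splits there, and with the replicates exchanged each was 1. Populations of one branch share ancestry and sorting markers, so splits that part them are not equal to the real one. The differences in mitochondrial share and in the number of genes past the threshold follow the same split, and with them a biological explanation stays open.

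Part of the m6A called de novo downstream may come from calls that fall on either side of the threshold. Simulations with the same ratio in every population gave 34.9% de novo (33.9% to 36.3%) with DESeq2's calls, and the measured share with DESeq2 was 47.0%. The simulations called more genes in BCSP and fewer in 6C3 than were measured, and more calls upstream leave fewer de novo, so such calls alone and a change of m6A cannot be told apart. With at least 10 counts in every library edgeR's share fell to 35.4%, so the share depends in part on genes with low counts, and the simulations were not run with that filter.

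Of the 15581 calls over the 8 populations, 6.94% were in genes with at most 3 counts in both input libraries. With DESeq2 this was 7.56% of the genes tagged in SSC and 27.0% of those tagged in 6C3. Low input counts alone and enriched rare transcripts cannot be told apart for these genes, since the denominator of the ratio is at the limit that a count of 0 allows.

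Tagged DEGs with a lower ratio in libraries labelled Mettl3KO were mostly up. The input libraries shared by the ratio and the mRNA change may contribute, since simulations with no change gave 87.7% up among them (79.3% to 94.7%). In the data 83 of 114 were up, a smaller share than in any simulation. The simulations held no changed mRNA and gave fewer DEGs than were measured, so the shares are not directly comparable. In the same simulations 69.0% of tagged DEGs were up, against 47.2% measured. The WT SSC input libraries shared by the tagged call and the comparison may raise the share of tagged genes that are up, since of DEGs tagged in WT pBCSP and in WT BCSP, called in other libraries, 26.4% were up. Gene length and expression do not account for the lower level of that set, whose median log2 fold change of −0.18 was below the medians of all 1000 lists matched on both (−0.12 to 0.04), with lengths known for 96.4% of its genes. A lower level of m6A-tagged mRNAs after deletion stays open, and fry did not call the set.

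Transcripts of neutrophil precursors were found in the second SSC input library labelled Mettl3KO. Its count of Mpo was 709, of Prtn3 139, of Elane 120, of Ctsg 56 and of Ms4a3 40, while the first library had 0 for Mpo and 2 for Elane. RNA of neutrophil precursors in the sorted cells may be the source, since Mpo, at 709, rose together with 4 other abundant transcripts of this cell type. The IP library of the same replicate had 5 for Mpo, 4 for Elane, 0 for Ctsg and Ms4a3 and 1186 for Prtn3, so the signal did not recur there apart from Prtn3. Since IP libraries labelled Mettl3KO lack many genes that their replicate holds, RNA of such cells and a signal of the input library alone cannot be told apart. It is not specific to genotype: the WT SSC input libraries had Mpo counts of 0 and 23 and the WT SSC IP libraries 361 and 253. The list had a median log2 fold change of 0.44 (fry adjusted p = 0.964, 6 of 12 genes higher). Elane, with 0 in both WT SSC input libraries, is among the authors' DEGs, a call that rests on 1 library. These genes were singled out after their values were seen.

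The other lists of marker genes gave these results in SSC input libraries labelled Mettl3KO against WT. The macrophage or osteoclast list was lower by a median log2 fold change of −0.54, or −0.39 with a gene at or under 3 counts at its bound, with 4 of 8 genes higher (fry adjusted p = 0.0399). Its most abundant gene, Ctsk, singled out after its values were seen, had counts of 3773 and 3109 in WT and 1579 and 1753 in libraries labelled Mettl3KO. The erythroid list was at 2.36, or 1.71 at the bound, with 8 of 9 genes higher (fry adjusted p = 0.419), and its sum rose from 2.11 and 2.88 CPM to 48.0 and 15.2 CPM. Erythroid cells are gated out by Ter119 in the paper's sorting. The proliferation list was at 0.56 with 11 of 12 genes higher (fry adjusted p = 0.419). The B lymphocyte list was at −0.38, or −0.09 at the bound, with 2 of 5 genes higher, the chondrocyte list at 0.02 with 5 of 9, and the hypertrophic chondrocyte list at −0.08 with 2 of 6. The osteoblast list was at −0.33 with 4 of 10 and the skeletal muscle list at −0.07 with 2 of 6. For these 5 lists the fry adjusted p was 0.964.

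Some values belong to genes that the paper reports by other assays. Between WT SSC and THY input libraries the log2 fold change was 2.71 for Chst11 (edgeR adjusted p = 3.65e-05), 1.24 for Foxo3 (0.00448), 1.17 for Foxc1 (0.0262), 0.78 for Foxo1 (0.0165) and 0.43 for Klf4 (0.332). For Spopl it was −1.94 (edgeR adjusted p = 0.000861) and for Fem1b −0.18 (0.549). Each of these 7 genes had a higher relative m6A level in SSC than in THY. Each value rests on 2 libraries per population. Gli1 had a log2 fold change of −0.97 to −0.52 in SSC input libraries labelled Mettl3KO with each library left out. Ccne1, which rose in SSC, also had a log2 fold change of 1.38 in pBCSP (DESeq2 adjusted p = 0.0204, edgeR adjusted p = 0.569) and of 1.71 in BCSP (DESeq2 adjusted p = 0.000382, edgeR adjusted p = 0.206). Runx2 in SSC had one of 0.29 (edgeR adjusted p = 0.627).

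Transcripts that differ between the sexes followed the replicate number, and Xist and Ddx3y were singled out after their values were seen. In WT SSC, pBCSP and BCSP, over input and IP libraries, Xist was 118 to 478 CPM and Ddx3y 0.131 to 3.22 CPM in replicate 1, and 5.59 to 49.1 CPM and 124 to 193 CPM in replicate 2. In libraries labelled Mettl3KO the order was the opposite, with Xist at 0 to 1.29 CPM and Ddx3y at 81.7 to 165.7 CPM in replicate 1, and 98.5 to 604 CPM and 0 to 1.53 CPM in replicate 2. Every library of the 5 downstream populations held both, with Xist at 23.9 to 525 CPM and Ddx3y at 16.2 to 68.5 CPM. The downstream populations thus differ from SSC, pBCSP and BCSP in this as well, and an effect of it on the comparison of the 2 groups cannot be told apart from one of population. The paper states that limbs were collected at this age regardless of sex, and it does not give the sex of the animals of each library. No biological explanation was tested.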
